# Regulatory Elements Inserted into AAVs Confer Preferential Activity in Cortical Interneurons

**DOI:** 10.1523/ENEURO.0211-20.2020

**Published:** 2020-12-10

**Authors:** Anna N. Rubin, Ruchi Malik, Kathleen K. A. Cho, Kenneth J. Lim, Susan Lindtner, Sarah E. Robinson Schwartz, Daniel Vogt, Vikaas S. Sohal, John L. R. Rubenstein

**Keywords:** AAV, cortical interneurons, enhancers, fast spiking, regular spiking

## Abstract

Cortical interneuron (CIN) dysfunction is thought to play a major role in neuropsychiatric conditions like epilepsy, schizophrenia and autism. It is therefore essential to understand how the development, physiology, and functions of CINs influence cortical circuit activity and behavior in model organisms such as mice and primates. While transgenic driver lines are powerful tools for studying CINs in mice, this technology is limited in other species. An alternative approach is to use viral vectors such as AAV, which can be used in multiple species including primates and also have potential for therapeutic use in humans. Thus, we sought to discover gene regulatory enhancer elements (REs) that can be used in viral vectors to drive expression in specific cell types. The present study describes the systematic genome-wide identification of putative REs (pREs) that are preferentially active in immature CINs by histone modification chromatin immunoprecipitation and sequencing (ChIP-seq). We evaluated two novel pREs in AAV vectors, alongside the well-established *Dlx I12b* enhancer, and found that they drove CIN-specific reporter expression in adult mice. We also showed that the identified *Arl4d* pRE could drive sufficient expression of channelrhodopsin for optogenetic rescue of behavioral deficits in the *Dlx5/6*^+/−^ mouse model of fast-spiking CIN dysfunction.

## Significance Statement

Uncovering the contribution of cortical interneuron (CIN) dysfunction to neuropsychiatric conditions is pivotal to generating therapies for these debilitating disorders. To this end, it is important to study the development, physiology, and function of CINs in model organisms. While transgenic driver lines are powerful tools to study CINs in mice, this technology is limited in other species. As an alternative, gene regulatory enhancer elements (REs) can be used in viral vectors to drive expression in multiple species including primates. The present study describes the genome-wide identification of REs preferentially active in CINs and the use of these RE AAVs for CIN-specific targeting in adult mice. The methodology and novel REs described here provide new tools for studying and targeting CINs.

## Introduction

GABAergic cortical interneurons (CINs) constitute a diverse population of biochemically, physiologically and morphologically distinct neuronal subtypes that have specialized functions within cortical circuitry (Tremblay et al., 2016; Fishell and Kepecs, 2020). Based on their neurochemical and cellular properties, CINs can be broadly divided into three major subtypes: (1) parvalbumin (PV)-expressing CINs, which have fast-spiking physiological properties and innervate the perisomatic or axonal regions of excitatory pyramidal neurons (PNs); (2) somatostatin (SST)-expressing CINs, which typically have regular-spiking properties and target distal dendritic regions of PNs; and (3) vasoactive peptide (VIP)-expressing CINs, which have irregular-spiking properties and cause disinhibition of PNs by preferentially targeting other CINs. Multiple lines of evidence highlight that these CIN subtypes play dissociable roles in cortical circuits. In particular, fast-spiking PV^+^ CINs promote cortical γ oscillations, which are necessary for cognitive functions such as attention, working memory, and cognitive flexibility (Cardin et al., 2009; Sohal et al., 2009; Cho et al., 2015), and SST^+^ CINs play important roles in cortical β oscillations, input integration, and sensory processing (Yavorska and Wehr, 2016; Chen et al., 2017).

Our understanding of the development and functional heterogeneity of CINs owes heavily to the use of transgenic mouse lines expressing Cre recombinase in molecularly specified CIN subtypes (Taniguchi et al., 2011). Although these Cre-driver lines have been extremely valuable to the field, the current reliance on them has some limitations. First, while Cre-driver lines can be used in combination with other recombinases (such as Flp) to label different subtypes of neurons, the ability to manipulate and record from multiple classes of CINs simultaneously or study interactions of CINs with specific types of PNs has been lacking. Second, the Cre-driver lines are not able to distinguish between additional subclasses within the PV, SST, and VIP CIN subtypes, which have distinct physiological properties and molecular markers (Nigro et al., 2018). Third, while Cre-driver lines are widely available for mice, this technology is currently unsuitable for research in other species such as non-human primates.

A large number of studies implicate loss or alteration of the activity of CIN subtypes, particularly PV^+^ fast-spiking CINs, in neurologic diseases such as schizophrenia, epilepsy and autism (Lewis et al., 2012; Cho and Sohal, 2014; Vogt et al., 2015, 2017; Jiang et al., 2016; Hashemi et al., 2017; Malik et al., 2019). To develop targeted treatments for these disorders, it is imperative to develop technologies that will allow manipulation of the activity of CIN subtypes in humans.

The use of recombinant AAV vectors has become a widespread technique for labeling neurons as well as monitoring and modifying their electrophysiological activity (Betley and Sternson, 2011). For instance, AAV1, AAV5, and AAV9 disperse throughout the brain readily and can infect most neurons (Burger et al., 2004; Taymans et al., 2007; Nathanson et al., 2009b; Watakabe et al., 2015). AAVs have the added benefit of being translatable across species and are becoming a promising avenue for human therapeutic intervention (Haggerty et al., 2020).

Despite these advantages, limited viral genome capacity has hampered the generation of AAVs to target specific CIN subclasses. Because of their small size (often <1 kb) and specific patterns of activity, gene regulatory enhancer elements (REs) such as enhancers have proven to be a good tool for driving CIN-specific expression by viral methods. In particular, *Dlx1/2* RE *I12b*, which labels CINs in transgenic mice (Potter et al., 2009), has been used in lentiviral (Arguello et al., 2013; Vogt et al., 2014) and AAV vectors to drive the expression of fluorophores and channelrhodopsin (Lee et al., 2014a,b; Cho et al., 2015). Subsequent work showed that another RE located at the *Dlx5/6* locus has similar properties and demonstrated additional applications of this approach (Dimidschstein et al., 2016). However, viral tools targeting subclasses of CINs are in their infancy, and many still require the use of intersectional recombinase-based strategies (Mehta et al., 2019).

Here, we describe a systematic genome-wide identification of REs putatively active in immature CINs. From these, we selected two candidates and tested their utility in AAV vectors. We found that these RE AAVs drove robust, CIN-specific expression when injected into the medial prefrontal cortex (mPFC). Notably, we observed that the RE AAVs differentially target distinct CIN populations; specifically, they have a different preference for CINs with fast-spiking versus regular-spiking properties. We also demonstrate that the AAV with higher specificity for fast-spiking CINs can drive sufficient expression for *in vivo* optogenetic rescue of cognitive flexibility deficits in *Dlx5/6*^+/−^ heterozygous mutant mice.

## Materials and Methods

### Mice

All animal care, procedures, and experiments were conducted in accordance with the NIH guidelines and approved by the University of California San Francisco animal care committee’s regulations. Mice were group housed (two to five siblings) in a temperature-controlled environment (22–24°C), had *ad libitum* access to food and water, and were reared in normal lighting conditions (12/12 h light/dark cycle). Mice of either sex were used, except in the case of behavioral experiments, which included only male mice.

*Gad67-GFP* (MGI ID: 3590301; Tamamaki et al., 2003), *I12b-Cre* (MGI ID: 3833422; Potter et al., 2009), and *Ai14* (MGI ID: 3809524; Madisen et al., 2010) mice were maintained on a mixed background outcrossed to CD-1. Wild-type CD-1 mice were used for electrophysiology experiments. *Dlx5/6*^+/−^ mice (MGI ID: 5583955; Robledo et al., 2002) were backcrossed to C57Bl/6 mice for at least six generations for behavioral experiments.

### Epigenomic experiments

#### Histone modification chromatin immunoprecipitation and sequencing (ChIP-seq)

Immature CINs and non-CINs were isolated from P2 *Gad67-GFP* heterozygotes for native ChIP for histone posttranslational modifications. The pups were anesthetized on ice and decapitated. Neocortical tissue was dissected in ice-cold Earle’s balanced saline solution (EBSS) and cut into small pieces. The tissue was dissociated using the Papain Dissociation System (Worthington) according to the manufacturer’s instructions. After addition of the inhibitor solution, the tissue was gently aspirated 10–15 times with a P1000 pipette and filtered through a 40-µm filter to achieve a single-cell suspension. The cells were spun down and resuspended in EBSS for fluorescence-activated cell sorting (FACS) on a FACSAria II machine (BD Biosciences). Sorted GFP-positive CINs and GFP-negative non-CINs were collected separately into DMEM with 20% fetal bovine serum (FBS).

The cells were washed once then resuspended in buffer 1 (0.3 m sucrose, 60 mm KCl, 15 mm NaCl, 5 mm MgCl_2_, 0.1 mm EGTA, 15 mm Tris-HCl pH7.5, 1 mm DTT, 0.1 mm PMSF, 10 mm sodium butyrate, and 1× EDTA-free protease inhibitors). The cells were lysed by adding an equal volume of buffer 2 (buffer 1 + 0.4% v/v NP-40) and incubating on ice for 7 min. Nuclei were spun down and resuspended in 0.32 m sucrose, 50 mm Tris-HCl, pH7.5, 4 mm MgCl_2_, 1 mm CaCl_2_, 0.1 mm PMSF, and 10 mm sodium butyrate. Micrococcal nuclease was added for 6 min at 37°C to cleave chromatin into mononucleosome and dinucleosome fragments, and the reaction was stopped by addition of 20 mm EDTA. Nuclei were spun down, and the supernatant containing the soluble S1 chromatin fraction was saved. Nuclei were resuspended in dialysis buffer (1 mm Tris-HCl, pH 7.5, 0.2 mm EDTA, 0.2 mm PMSF, 10 mm Na butyrate, and 1× EDTA-free protease inhibitors) and rotated overnight at 4°C. After spinning down the supernatant containing the S2 chromatin fraction was combined with the S1 fraction for ChIP.

Histone modification ChIP was performed with antibodies against H3K27ac (Millipore catalog #05-1334, RRID:AB_1977244) or H3K27me3 (Millipore catalog #07-449, RRID:AB_310624). Chromatin from ∼80,000 nuclei was used for each condition. Antibody/chromatin complexes were purified using Dynabeads (Invitrogen) and washed extensively in Wash buffer 1 (50 mm Tris-HCl, pH 7.5, 10 mm EDTA, 125 mm NaCl, 5 mm sodium butyrate, and 0.1% v/v Tween 20), Wash buffer 2 (50 mm Tris-HCl, pH 7.5, 10 mm EDTA, 125 mm NaCl, 5 mm sodium butyrate, and 0.1% v/v NP-40), and TE. Complexes were eluted in 1% SDS, 10 mm sodium bicarbonate buffer at 65°C for 10 min. Eluted chromatin was treated with RNase (10 mg/200 ml reaction, 15 min at 37°C) and Proteinase K (10 mg/200 ml reaction, 60 min at 55°C) and cleaned using a ChIP DNA Clean & Concentrator kit (Zymo Research catalog #D5205). DNA libraries were prepared using the Ovation Ultralow DR Multiplex System (NuGEN Technologies) according to the manufacturer’s instructions. The libraries were size selected (180- to 300-bp range) using the BluePippin cassette system (Sage Science) and analyzed on a Bioanalyzer HS DNA chip (Agilent). The libraries were sequenced as single-ended 50-nucleotide reads on a HiSeq 4000 (Illumina).

#### ChIP-qPCR

H3K27ac enrichment was validated by ChIP-qPCR. H3K27ac ChIP was performed on sorted CIN and non-CIN cells as described above, and the purified chromatin was used for qPCR. We performed triplicate reactions in 10 µl volumes using the PerfeCTa SYBR Green 2× FastMix (Quanta Biosciences) on a CFX384 Real Time PCR system (Bio-Rad). The primers used are shown in Table 1. Triplicate Ct values were averaged, and fold-enrichment over matched input controls was calculated using the 2^-ΔΔCt^ method (Livak and Schmittgen, 2001): Ct values were first normalized to a *Dlx2* upstream non-conserved control region (*Dlx2-non*), i.e., ΔCt(sample) = Ct(target) – Ct(*Dlx2-non)*; ChIP DNA samples were then normalized to the corresponding input DNA, i.e., ΔΔCt = ΔCt(ChIP) – ΔCt(input). Finally, the fold enrichment for each CIN sample was divided by fold enrichment for the matched non-CIN sample and log_2_ transformed, resulting in positive fold change values for CIN-enriched loci and negative values for non-CIN enriched loci.

**Table 1:** Primer sequences used for ChIP-qPCR

Target	Forward primer	Reverse primer
*Dlx2* non-conserved control region*	5′-CAGGACTAAGCAGGCCTTTG-3′	5′-TGACCCCAATGACTCTCCAC-3′
*Gad2_En*	5′-TGCGTAGGTGCACTTAGCTTT-3′	5′-CTCAGTCCTGTACTGCTCCTTA-3′
*hs1533*	5′-GGTGGCATGTGGTGGTTCTAT-3′	5′-CGGGGCAAAGACAGACGAT-3′
*hs1175*	5′-CTCGTTGGCACAGAAACGGA-3′	5′-GGGCCCTTGTGGAAATGTTG-3′
*hs1060*	5′-TGCTTGCTTTGGCTACCGTAA-3′	5′-GCAGTGTAATTCCTTGTGACAGTT-3′
*hs1172*	5′-AATGCTCGCCACACTTCAATG-3′	5′-GCAATTCGGGCAAAGTGGATT-3′
I12b*	5′-CGGGCCCATCAAACACAAC-3′	5′-TGGGCGAAAAAATTGCTCAT-3′
*Arl4d_RE*	5′-TTTGCATCTAAGGGGCCGAC-3′	5′-CGCCCTAGAGAGAACTCACC-3′
*Dlgap1_RE*	5′-ACCGATGATGACCGTAAAGGG-3′	5′-AGTGATGACCGCCAGAAGGA-3′

*Lindtner et al. (2019).

**Table 2:** Primer sequences used for viral vector cloning

Fragment	Forward primer	Reverse primer
*Arl4d_RE*	5’-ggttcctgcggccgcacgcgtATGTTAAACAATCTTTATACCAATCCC-3’	5′-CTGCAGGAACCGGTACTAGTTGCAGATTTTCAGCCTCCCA-3′
*Dlgap1_RE*	5’-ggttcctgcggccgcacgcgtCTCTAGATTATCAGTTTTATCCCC-3’	5′-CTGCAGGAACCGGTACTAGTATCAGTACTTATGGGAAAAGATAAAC-3′
*Bg* min promoter (for *Arl4d)*	5′-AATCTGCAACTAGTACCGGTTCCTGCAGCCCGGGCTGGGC-3′	5′-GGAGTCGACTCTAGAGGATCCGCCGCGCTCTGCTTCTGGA-3′
*Bg* min promoter (for *Dlgap1)*	5′-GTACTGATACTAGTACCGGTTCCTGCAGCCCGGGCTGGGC-3′	Same as above

##### Transcription factor (TF) ChIP

Embryonic day (E)13.5 basal ganglia TF ChIP-seq data were downloaded from the NCBI GEO database: DLX2 (accession: GSE124936; Lindtner et al., 2019), LHX6 (accession: GSE85704), and NKX2-1 (accession: GSE85704; Sandberg et al., 2016).

#### Sequence alignment

Histone modification ChIP and TF ChIP sequencing reads were aligned to the mouse genome (mm10) using BWA (v0.7.15) *mem* (Li, 2013). Histone modification ChIP replicates were aligned separately for further processing (see Histone modification ChIP peak calling and postprocessing). We also generated replicate-merged histone modification ChIP-seq alignments for visualization in the main figures. The two DLX2 replicates had already been merged (Lindtner et al., 2019); we merged the three LHX6 and NKX2-1 replicates during alignment for consistency with the DLX2 TF ChIP data. We used samtools (v1.10) to convert the resulting SAM files to BAM files as well as handle the MAPQ filtering and sorting (Li et al., 2009). We used a quality filter of 30.

To visualize our reads on the UCSC Genome Browser we generated bigwig files using deepTools (v3.4.3) *bamCoverage* (Ramírez et al., 2016). We used a bin size of 10 and a fragment extension length of 200. We also normalized to RPKM and ignored duplicate reads.

#### Histone modification ChIP peak calling and postprocessing

For our histone samples, treating replicates as separate samples, we identified significant peaks against matched input controls using MACS2 (v2.1.1) *callpeak* (Zhang et al., 2008). We disabled model-based peak calling and local significance testing and used a fixed fragment extension length of 200 bp. We used broad peak calling on both H3K27ac and H3K27me3 ChIP-seq samples with a broad-cutoff of 0.01 and a *q* value cutoff of 0.01.

We then tested the consistency of our replicates using the irreproducible discovery rate (IDR) R package (v1.2; Li et al., 2011), using the settings suggested in their package description (μ = 2.6, σ = 1.3, ρ = 0.8, *p* = 0.7; https://cran.r-project.org/web/packages/idr/idr.pdf). We used log10 fold-change scores from MACS2 as our input to calculate the IDR scores.

After confirming good distributions of signal-to-noise in our replicates, we then identified differential peaks between the CIN and non-CIN peak sets for each replicate using the MACS2 differential peak calling (bdgdiff) method with a minimum peak length of 150 bp (Zhang et al., 2008). This identified three sets of peaks for each replicate: CIN-enriched, non-CIN-enriched and common peaks.

Within each single bed file, peaks separated by 500 bp or less were merged to reduce variation in peak definitions because of coverage differences across the complex regions of enrichment often seen in histone modification ChIP-seq (unlike TF peaks, which tend to be discrete peaks) using bedtools merge (Quinlan and Hall, 2010). Finally, we defined high-confidence (HC) peak sets for each condition by finding the intersection between peak sets for the two replicates using bedtools intersect (Quinlan and Hall, 2010).

#### TF ChIP-seq postprocessing

For our TF ChIP-seq samples, we also used MACS2 (v2.1.1) *callpeak* (Zhang et al., 2008). We disabled model-based peak calling and local significance testing. We used a fixed fragment extension length of 200 bp and a *q* value cutoff of 0.01.

We merged our DLX2, LHX6, and NKX2-1 TF ChIP-seq peaks to form a set of the union of the three TFs and a set of the intersect of all three TFs. We then used the bedtools intersect method to locate the overlapping regions between our set of differentially called H3K27ac ChIP-seq peaks and our TF ChIP-seq sets.

#### ATAC-seq and conservation data

We obtained previously published chromatin accessibility data from ATAC-seq on purified CINs and PNs from GEO (accession: GSE63137; Mo et al., 2015). We used the provided bigwigs and called peaks without further processing. Bigwigs from replicate 1 are shown in the figures Cconserved elements predicted by phastCons (60-way vertebrate conservation) were obtained through the UCSC browser (https://genome.ucsc.edu).

#### Genomic annotation and motif analysis

We used HOMER (Heinz et al., 2010) to call motifs in our peak sets, using a size window of 200. We used the findMotifsGenome.pl and annotatePeaks.pl methods to acquire sets of enriched TF binding motifs for all our experiments and genomic annotations for our peaks. We also used the -genomeOntology setting to acquire genome ontology tables. TF binding motif fold-enrichment was calculated as the % of targets/% of background.

Gene-region associations and Gene Ontology (GO) analysis were performed on the HC peak sets with Genomic Regions Enrichment of Annotations Tool (GREAT) v4.0 (http://great.stanford.edu/public/html/index.php) using the default basal+extension association rule (McLean et al., 2010). GO term significance was based on default settings of binomial and hypergeometric false discovery rate (FDR) < 0.05 and region fold enrichment > 2.

### Data availability

The histone modification ChIP-seq data generated in this study have been deposited in the NCBI GEO database and are accessible through GEO Series accession number GSE158428.

### AAV methods

#### AAV production

The plasmid *(p)AAV-I12b-Bg-ChR2-EYFP* was reported previously (Cho et al., 2015). *pAAV-I12b-Bg-ChR2-EYFP* was modified, with the *Arl4d* and *Dlgap1* enhancers replacing *I12b*, using Gibson assembly cloning (Gibson et al., 2009). Briefly, *Arl4d_RE* and *Dlgap1_RE* were amplified from mouse genomic DNA with the addition of overlap sequences using the primers in Table 2. The *Beta-globin* (*Bg*) minimal promoter region was amplified from *pAAV-I12b-Bg-ChR2-EYFP*. AgeI and SpeI cut sites were also introduced 3′ to the enhancers and 5′ to the *Bg* minimal promoter. Finally, *pAAV-I12b-Bg-ChR2-EYFP* was cut with MluI and BamHI, and the enhancer, *Bg* promoter and backbone were assembled for each plasmid using the In-Fusion HD Cloning kit (Takara Bio USA) according to the manufacturer’s instructions. Recombinant AAVs were packaged with serotype AAV5 by Virovek, Inc. AAV5-hSyn-ChR2-EYFP was obtained from the UNC Vector Core.

#### Virus injections

Adult mice were anesthetized using isoflurane (2.5% induction, 1.2–1.5% maintenance, in 95% oxygen) and placed in a stereotaxic frame (David Kopf Instruments). Body temperature was maintained using a heating pad. An incision was made to expose the skull for stereotaxic alignment using bregma and lambda as vertical references. For the *Dlx5/6*^+/−^ mice for behavioral experiments, the scalp and periosteum were removed from the dorsal surface of the skull and scored with a scalpel to improve implant adhesion.

The mice were injected in the mPFC near the border between the prelimbic and infralimbic cortices (1.7 anterior-posterior, ±0.3 mediolateral, and −2.6 dorsoventral mm relative to bregma) with AAV-Arl4d-ChR2-EYFP, AAV-Dlgap1-ChR2-EYFP, AAV-I12b-ChR2-EYFP or AAV-hSyn-ChR2-EYFP (600–1000 nl per hemisphere). Viruses were infused at 100–150 nL/min through a 35-gauge, beveled injection needle (World Precision Instruments) using a microsyringe pump (World Precision Instruments, UMP3 UltraMicroPump). After infusion, the needle was kept at the injection site for 5–10 min and then slowly withdrawn. After surgery, mice were allowed to recover until ambulatory on a heated pad, then returned to their homecage. Approximately eight weeks after injection, wild-type mice were used for electrophysiological characterization, *I12b-Cre;Ai14* mice were used for immunohistochemistry and cell counts, and *Dlx5/6*^+/−^ mice were used for behavioral experiments.

### Electrophysiology methods

#### Acute cortical slice preparation

Mice were anesthetized with an intraperitoneal injection of euthasol and transcardially perfused with an ice-cold cutting solution containing the following: 210 mm sucrose, 2.5 mm KCl, 1.25 mm NaH_2_PO_4_, 25 mm NaHCO_3_, 0.5 mm CaCl_2_, 7 mm MgCl_2_, and 7 mm dextrose (bubbled with 95% O_2_-5% CO_2_, pH ∼7.4). Approximately, three coronal slices (250 µm thick) of the brain containing the mPFC were obtained using a vibrating blade microtome (VT1200S, Leica Microsystems Inc.). Slices were allowed to recover at 34°C for 30 min followed by 30-min recovery at room temperature in a holding solution containing the following: 125 mm NaCl, 2.5 mm KCl, 1.25 mm NaH_2_PO_4_, 25 mm NaHCO_3_, 2 mm CaCl_2_, 2 mm MgCl_2_, 12.5 mm dextrose, 1.3 mm ascorbic acid, and 3 mm sodium pyruvate.

#### Whole-cell patch clamp recordings

Somatic whole-cell current clamp and voltage clamp recordings were obtained from submerged slices perfused in heated (32–34°C) artificial CSF (aCSF) containing the following: 125 mm NaCl, 3 mm KCl, 1.25 mm NaH_2_ PO_4_, 25 mm NaHCO_3_, 2 mm CaCl_2_, 1 mm MgCl_2_, and 12.5 mm dextrose (bubbled with 95% O_2_/5% CO_2_, pH ∼7.4). Neurons were visualized using DIC optics fitted with a 40× water-immersion objective (BX51WI, Olympus microscope). PNs and EYFP-expressing CINs located in layer 5 were targeted for patching. Patch electrodes (2–4 MΩ) were pulled from borosilicate capillary glass of external diameter 1 mm (Sutter Instruments) using a Flaming/Brown micropipette puller (model P-2000, Sutter Instruments). For current clamp recordings, electrodes were filled with an internal solution containing the following the following: 120 mm K-gluconate, 20 mm KCl, 10 mm HEPES, 4 mm NaCl, 7 mm K_2_-phosphocreatine, 0.3 mm Na-GTP, and 4 mm Mg-ATP (pH ∼7.3 adjusted with KOH). Biocytin (Vector Laboratories) was included (0.1–0.2%) for subsequent histologic processing. For voltage clamp recordings, the internal solution contained the following the following: 130 mm Cs-methanesulfonate, 10 mm CsCl, 10 mm HEPES, 4 mm NaCl, 7 mm phosphocreatine, 0.3 mm Na-GTP, 4 mm Mg-ATP, and 2 mm QX314-Br (pH ∼7.3 adjusted with CsOH).

Electrophysiology data were recorded using Multiclamp 700B amplifier (Molecular Devices). Voltages have not been corrected for measured liquid junction potential (∼8 mV). Upon successful transition to the whole-cell configuration, the neuron was given at least 5 min to stabilize before data were collected. During current clamp recordings, series resistance and pipette capacitance were appropriately compensated. Series resistance was usually 10–20 MΩ, and experiments were terminated if series resistances exceeded 25 MΩ.

#### Electrophysiology protocols and data analysis

All data analyses were performed using custom routines written in IGOR Pro (Wavemetrics).

Resting membrane potential (RMP) was measured as the membrane voltage measured in current clamp mode immediately after reaching the whole-cell configuration. Input resistance (Rin) was calculated as the slope of the linear fit of the voltage-current plot generated from a family of hyperpolarizing and depolarizing current injections (−50 to +20 pA, steps of 10 pA). Firing output was calculated as the number of action potentials (APs) fired in response to 800-ms-long depolarizing current injections (25–500 pA). Firing frequency was calculating as the number of APs fired per second. Rheobase was measured as the minimum current injection that elicited spiking. Firing traces in response to 50-pA current above the rheobase were used for analysis of single AP properties: AP threshold, maximum *dV*/*dt* (rate of rise of AP), AP amplitude, AP half-width and fast afterhyperpolarization (fAHP) amplitude. Threshold was defined as the voltage at which the value of third derivative of voltage (with respect to time) is maximum. AP amplitude was measured from threshold to peak, with the half-width measured at half this distance. fAHP was measured from the threshold to the negative voltage peak after the AP. Index of spike-frequency accommodation (SFA) was calculated as the ratio of the last inter-spike interval to the first inter-spike interval. Recorded CINs were classified as fast-spiking or regular-spiking based on electrophysiological properties. Specifically, CINs were classified as fast spiking if they satisfied at least three of the following four criteria: AP half-width < 0.5 ms, max firing frequency > 50 Hz, fAHP amplitude > 15 mV, or SFA < 2.

To measure optogenetically evoked spiking in EYFP^+^ CINs, and optogenetically evoked IPSCs in layer 5 PNs, we stimulated ChR2 using 5 ms long single light pulses (light power: 4 mW/mm^2^) generated by a lambda DG-4 high-speed optical switch with a 300 W Xenon lamp (Sutter Instruments) and an excitation filter centered around 470 nm, delivered to the slice through a 40× objective (Olympus).

### Histology

#### *Post hoc* immunohistochemistry (IHC) and biocytin labeling

Patched slices were fixed overnight in 4% PFA then transferred to PBS. All incubations were conducted on a rotating platform at room temperature unless stated otherwise. The sections were rinsed twice in PBS, then blocked and permeabilized for 3 h in PBS with 10% FBS, 0.5% Triton X-100, and 0.05% sodium azide. Sections were immunostained overnight with primary antibodies: rabbit anti-PV (1:1000, Swant catalog #PV-27, RRID:AB_2631173) and rat anti-GFP (1:1000, Nacalai Tesque catalog #04404-84, RRID:AB_10013361) in PBS with 0.1% Triton X-100, 10% FBS and 0.025% sodium azide. Sections were washed 2 × 30 min in PBS with 0.25% Triton X-100, and 2 × 30 min in PBS. Goat anti-rabbit Alexa Fluor 488 secondary antibody (1:750, Invitrogen, catalog #A-11034) and Streptavidin-647 (1:500, Invitrogen, catalog #S-32357) were added with Hoescht 33 342 nuclear counterstain (1:2000, Invitrogen, catalog #H3570) for 4–6 h at room temperature, then overnight at 4°C. After washing 2 × 30 min in PBS with 0.25% Triton X-100, and 2 × 30 min in PBS, sections were mounted on Superfrost Plus slides and coverslipped with Fluorescence Mounting Medium (DAKO catalog #S3023).

#### EYFP and CIN marker colocalization

AAV-injected *I12b-Cre; Ai14* mice were anesthetized with an intraperitonial injection of ketamine/xylazine and transcardially perfused with ice-cold PBS followed by fixative solution (4% PFA in 0.24 m sodium phosphate buffer, pH 7.2). Brains were dissected out and postfixed in fixative solution overnight at 4°C, followed by cryopreservation for 24 h in 15% sucrose in PBS and 24 h in 30% sucrose in PBS. Coronal sections of 40-µm thickness were obtained using a freezing microtome (SM2000 R, Leica Microsystems Inc.) and stored in sectioning solution (40% PBS, 30% glycerol, 30% ethylene glycol) at −20°C until use.

Sections were immunostained using a standard floating section IHC protocol with gentle agitation on a rotary shaking platform. Briefly, sections were rinsed in PBS, blocked for 1 h at room temperature in PBST (PBS + 0.25% Triton X-100) with 10% FBS, and incubated with primary antibody diluted in PBST + 10% FBS overnight at 4°C. Primary antibodies used were: rabbit anti-PV (1:1000, Swant catalog #PV-27, RRID:AB_2631173), rat anti-SST (1:400, Millipore catalog #MAB354, RRID:AB_2255365), rabbit anti-VIP (1:250, ImmunoStar catalog #20077, RRID:AB_572270), rat anti-GFP (1:1000, Nacalai Tesque catalog #04404-84, RRID:AB_10013361), and rabbit anti-GFP (1:5000, Abcam catalog #ab6556, RRID:AB_305564). The following day, sections were washed 2 × 15 min in PBST and 2 × 15 min in PBS, incubated for 2 h at room temperature with Alexa Fluor-conjugated secondary antibodies (1:750, Invitrogen). Finally, sections were washed 2 × 15 min in PBST and 2 × 15 min in PBS, mounted on Superfrost Plus slides and coverslipped with Fluorescence Mounting Medium (DAKO catalog #S3023).

##### Imaging

Low-magnification epifluorescent images were taken using a Coolsnap camera (Photometrics) mounted on a Nikon Eclipse 80i microscope using NIS Elements acquisition software (Nikon). Confocal images were taken with 20× air and 40× oil objectives on an Andor Borealis CSU-W1 spinning disk confocal mounted on a Nikon Ti Microscope and captured with an Andor Zyla sCMOS camera and Micro-Manager software (Open Imaging). The raw images were preprocessed with ImageJ software (v2.0.0) to adjust brightness/contrast and convert to eight-bit RGB. Confocal *z*-stacks were stitched laterally to create composite stacks using the Grid/Collection stitching ImageJ plugin with linear blending (Preibisch et al., 2009).

#### Cell counts

Cell counting was performed in Adobe Photoshop CC on a single stitched 20× confocal image plane. EYFP^+^ and marker^+^ cells were counted in the mPFC at the rostrocaudal levels shown in Extended Data Figure 4-1. For each virus, at least three rostrocaudal sections were counted for each of at least two animals. EYFP or marker-positive cells were counted using only the corresponding single-color channel before determining colocalization of markers among these cells. Counts are presented as % (EYFP^+^ marker^+^ cells/total EYFP^+^ cells). Counts normalized to CIN subtype abundance are also presented, i.e., (EYFP^+^ marker^+^ cells/total EYFP^+^ cells) ÷ (tdTomato^+^ marker^+^ cells/total tdTomato^+^ cells). The normalized counts for AAV-hSyn-ChR2-EYFP injected animals include EYFP^+^ CINs only (co-expressing tdTomato), rather than the total EYFP^+^ population.

**Figure 1.**
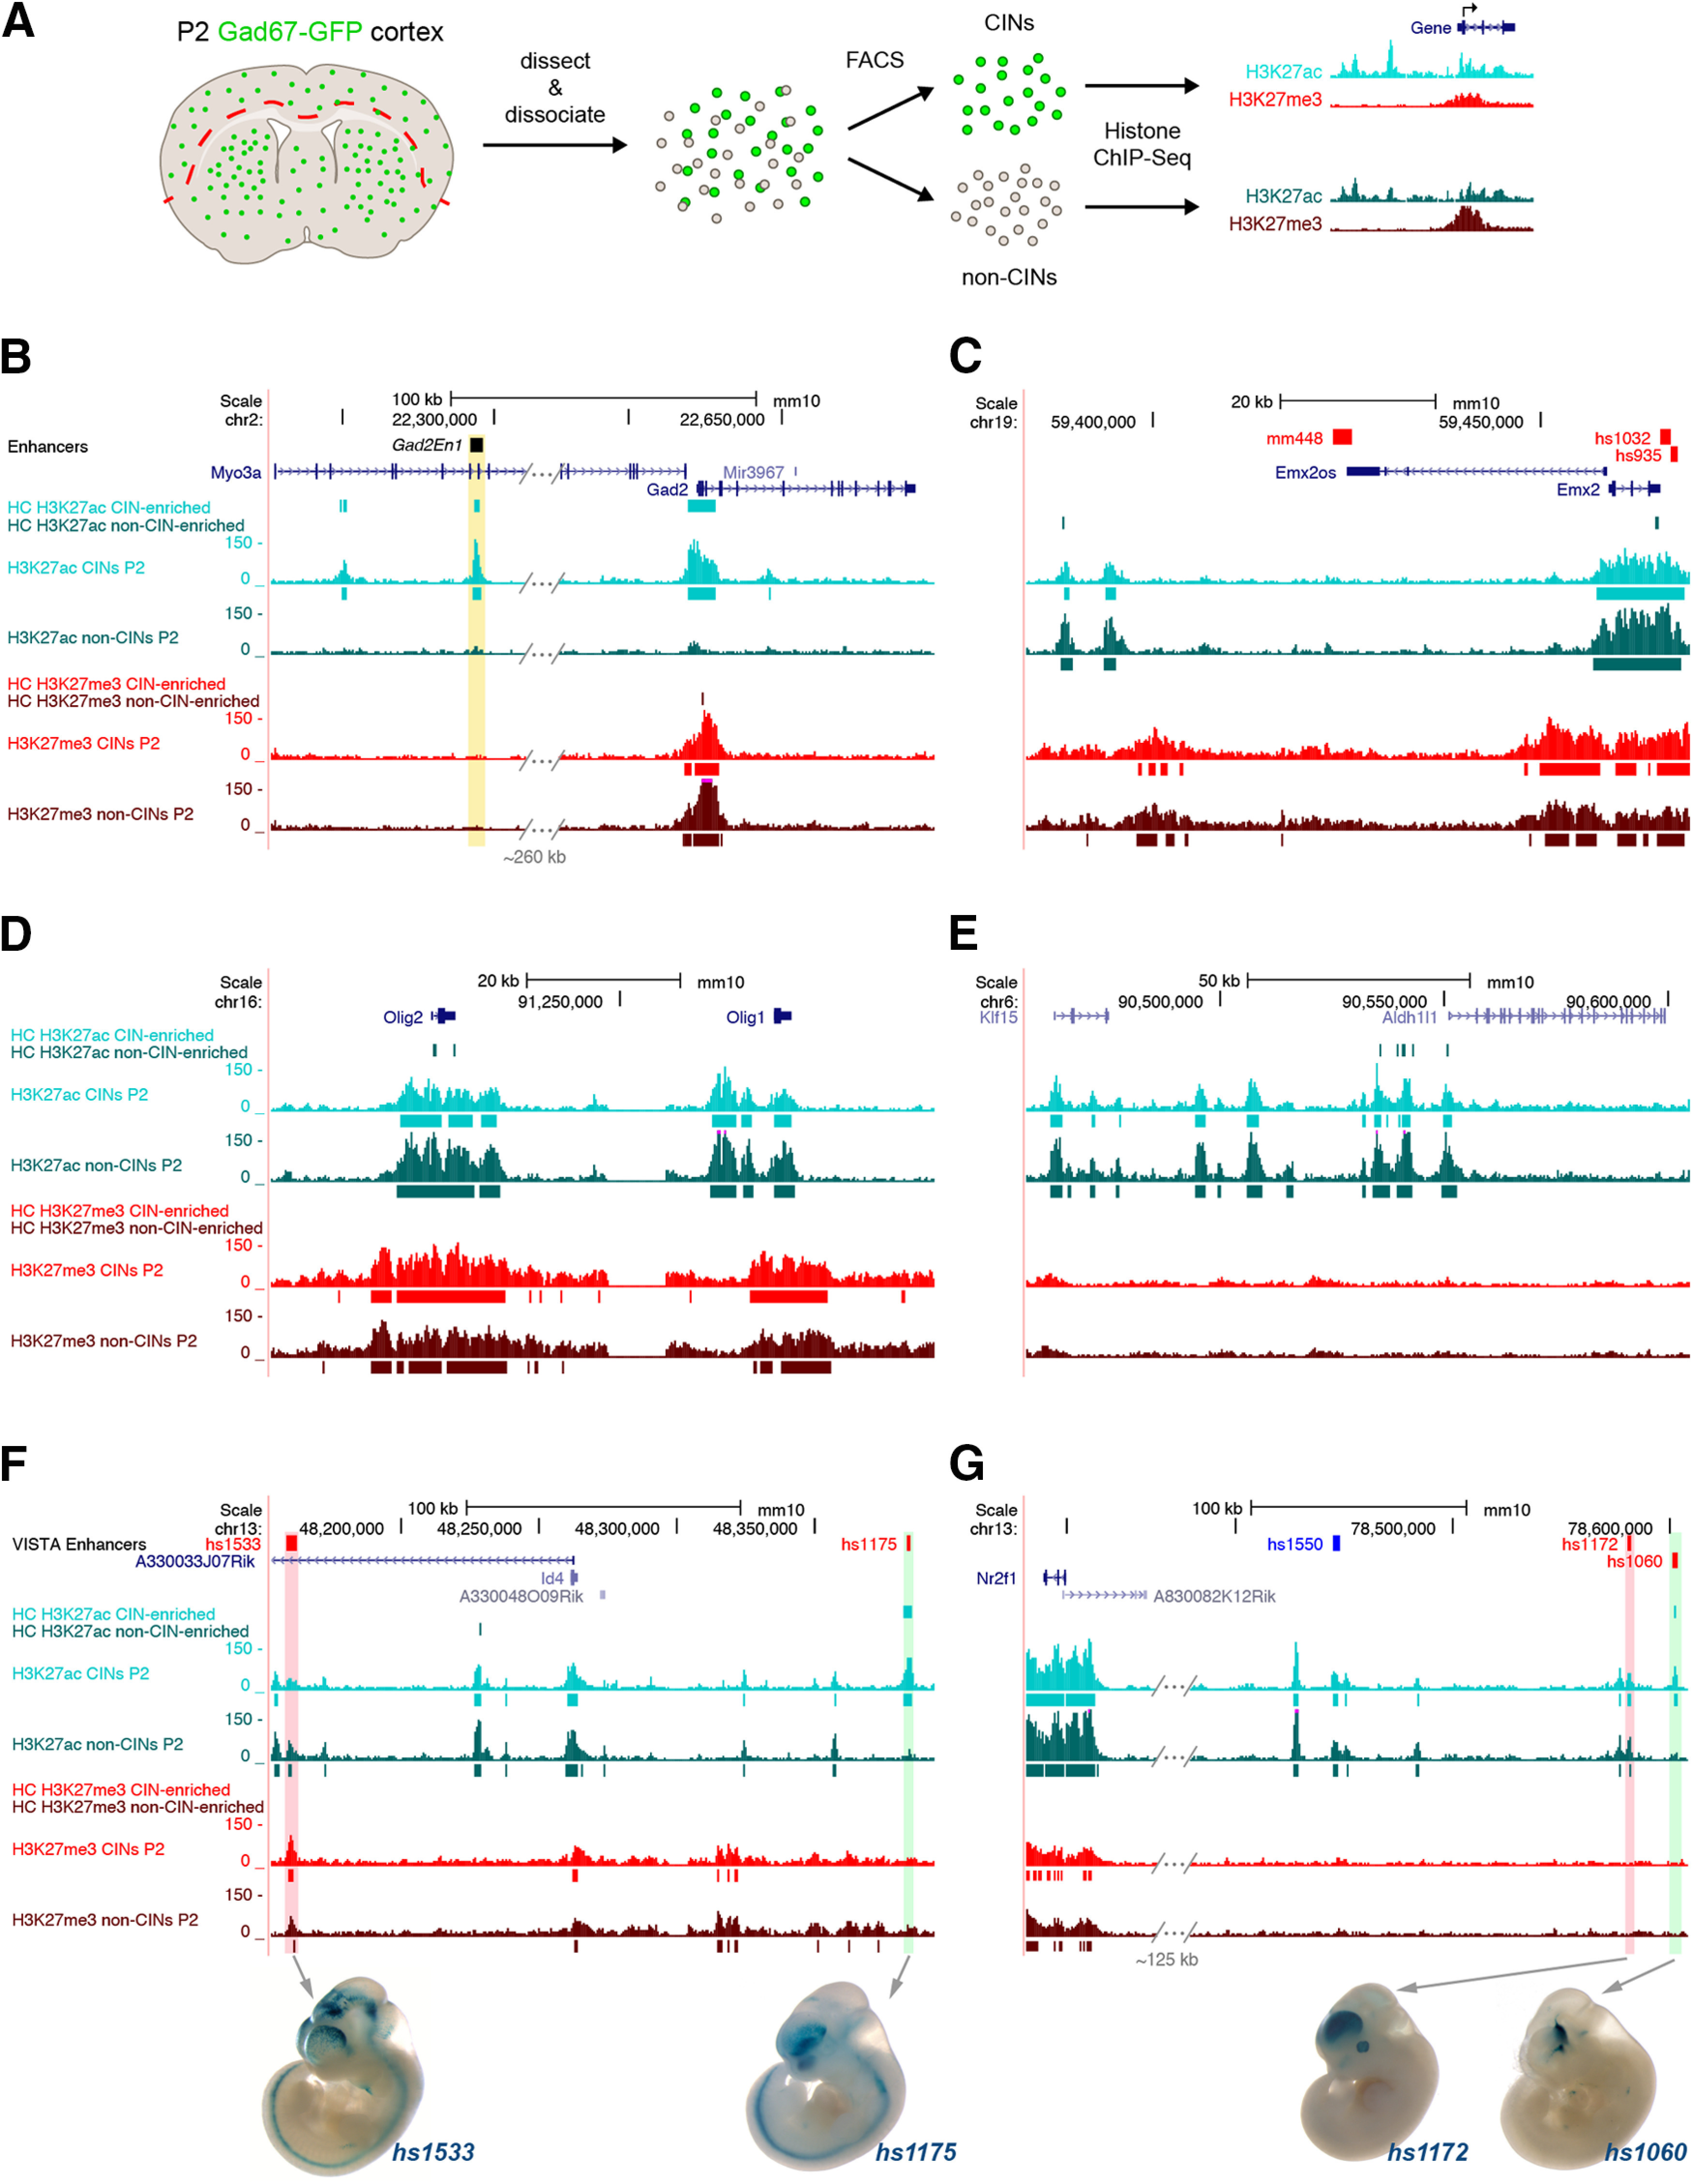
ChIP-seq reveals differential enrichment of histone modifications in P2 CINs and non-CINs. ***A***, Schematic showing the histone modification ChIP-seq workflow using CINs and non-CINs dissected and FACS-purified from P2 *Gad67-GFP* neocortex. ***B–E***, Enrichment of H3K27ac (active mark, cyan and teal) and H3K27me3 (repressive mark, red and dark red) around genes expressed in CINs (*Gad2*), PNs (*Emx2*) oligodendrocyte-lineage cells (*Olig1, Olig2*), and astrocytes (*Aldh1l1*). *Gad2En1* is a validated enhancer with activity in adult CINs (yellow highlight; Pla et al., 2017). ***F***, ***G***, H3K27ac enrichment is similar in CINs and non-CINs across the gene body for *Id4* and *Nr2f1* but differentially enriched at enhancers with validated activity in the basal ganglia (green highlights) or cortex (red highlights). Whole-mount transient transgenics from the VISTA browser show the pattern of enhancer activity at E11.5 (https://enhancer.lbl.gov; Visel et al., 2013). ChIP-qPCR validation of H3K27ac enrichment at highlighted enhancers is shown in Extended Data Figure 1-1. HC called peaks are shown as solid bars under the corresponding bigwig tracks.

10.1523/ENEURO.0211-20.2020.f1-1 Extended Data Figure 1-1 Validation of histone modification ChIP-seq. ***A***, IDR analysis showing replicate reproducibility for histone modification ChIP-seq. ***B***, Table detailing the number of called peaks from histone modification ChIP-seq experiments by biological replicate. HC peaks were those called for both replicates. ***C***, Validation of H3K27ac enrichment at REs and pREs by ChIP-qPCR, expressed as log_2_ fold change of CIN enrichment over non-CIN enrichment. Fold changes were not significantly different to zero by one-sample *t* test (*p *>* *0.05). Download Figure 1-1, EPS file.

### Rule shift methods

#### Surgery

Male *Dlx5/6*^+/−^ adult mice (15 weeks old at time of experiment) received bilateral injections of AAV-Arl4d-ChR2-EYFP into the mPFC as described above. After injection of virus, a 200/240 mm (core/outer) diameter, NA = 0.22, dual fiber-optic cannula (Doric Lenses, DFC_200/240–0.22_2.3 mm_GS0.7_FLT) was slowly inserted into mPFC until the tip of the fiber reached a dorsoventral depth of −2.25 mm relative to bregma. Implants were affixed onto the skull using Metabond Quick Adhesive Cement (Parkell). We waited at least eight weeks after injection before behavioral experiments to allow for virus expression.

#### Rule shift task

For the cognitive flexibility task, mice were singly-housed and habituated to a reverse light/dark cycle and food intake was restricted until the mice reached 80–85% of the *ad libitum* feeding weight. At the start of each trial, the mouse was placed in its home cage to explore two bowls, each containing one odor and one digging medium, until it dug in one bowl, signifying a choice. As soon as a mouse began to dig in one bowl, the other bowl was removed, so there was no opportunity for “bowl switching.” The bait was a piece of a peanut butter chip (∼5–10 mg in weight) and the cues, either olfactory (odor) or somatosensory and visual (texture of the digging medium which hides the bait), were altered and counterbalanced. All cues were presented in small animal food bowls (All Living Things Nibble bowls, PetSmart) that were identical in color and size. Digging media were mixed with the odor (0.01% by volume) and peanut butter chip powder (0.1% by volume). All odors were ground dried spices (McCormick garlic and coriander), and unscented digging media (Mosser Lee White Sand Soil Cover, Natural Integrity Clumping Clay cat litter).

After mice reached their target weight, they underwent 1 d of habituation. On this day, mice were given 10 consecutive trials with the baited food bowl to ascertain that they could reliably dig and that only one bowl contained food reward. All mice were able to dig for the reward. Then, on days 1 and 2, mice performed the task (this was the testing done for experiments). After the task was done for the day, the bowls were filled with different odor-medium combinations and food was evenly distributed among these bowls and given to the mouse so that the mouse would disregard any associations made earlier in the day.

Mice were tested through a series of trials. The determination of which odor and medium to pair and which side (left or right) contained the baited bowl was randomized (subject to the requirement that the same combination of pairing and side did not repeat on more than three consecutive trials) using http://random.org. On each trial, while the particular odor-medium combination present in each of the two bowls may have changed, the particular stimulus (e.g., a particular odor or medium) that signaled the presence of food reward remained constant over each portion of the task (initial association and rule shift). If the initial association paired a specific odor with food reward, then the digging medium would be considered the irrelevant dimension. The mouse is considered to have learned the initial association between stimulus and reward if it makes eight correct choices during 10 consecutive trials. Each portion of the task ended when the mouse met this criterion. Following the initial association, the rule shift portion of the task began, and the particular stimulus associated with reward underwent an extradimensional shift. For example, if an odor had been associated with reward during the initial association, then a digging medium was associated with reward during the rule shift portion of the task. The mouse is considered to have learned this extradimensional rule shift if it makes eight correct choices during 10 consecutive trials. When a mouse makes a correct choice on a trial, it is allowed to consume the food reward before the next trial. Following correct trials, the mouse is transferred from the home cage to a holding cage for ∼10 s while the new bowls were set up (intertrial interval). After making an error on a trial, a mouse was transferred to the holding cage for ∼2 min (intertrial interval). All animals performed the initial association in a similar number of trials (average: 10–15 trials).

#### *In vivo* optogenetic stimulation

A 473 nm blue laser (OEM Laser Systems) was coupled to the dual fiber-optic cannula (Doric Lenses) through a 200 mm diameter dual fiber-optic patchcord with guiding socket (Doric Lenses) and 1 × 2 intensity division fiber-optic rotary joint (Doric Lenses), and adjusted such that the final light power was ∼0.5 mW total, summed across both fibers and averaged over light pulses and the intervening periods. A function generator (Agilent 33500B Series waveform Generator) connected to the laser generated a 40 Hz train of 5 ms pulses.

Light stimulation began once mice reached the 80% criterion during the initial association portion of the task. Mice then performed three additional initial association trials before the rule shift portion of the task began.

### Statistical analysis

Statistical analyses were performed using Prism 7 (GraphPad) and detailed in the corresponding figure legends. Student’s *t* tests were used to make single-variable comparisons. For multivariate comparisons, we used one-way ANOVA with Tukey’s corrected *p* values for multiple comparisons. Chi-square or Fisher’s exact tests were used to test for significance among contingency-type data; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Comparisons with no asterisk had *p *>* *0.05 and were considered not significant.

## Results

### Identification of candidate CIN gene REs

To identify putative REs (pREs) that could be used to drive expression in immature CINs, and potentially in mature CINs, we used genome-wide epigenetic profiling to identify regions of the genome that have signatures of an active transcriptional state (Fig. 1*A*). We used FACS to separate GFP^+^ immature CINs and GFP^-^ non-CIN cells (enriched for glutamatergic PNs and glia) from acutely dissected and dissociated cortical tissue from postnatal day (P)2 *Gad67-GFP* heterozygote pups. Chromatin was extracted from the purified cell populations and processed for native histone modification ChIP with antibodies raised against H3K27ac, a mark of active REs, and H3K27me3, a mark of poised and repressive REs, followed by next-generation DNA sequencing (Creyghton et al., 2010; Rada-Iglesias et al., 2011). Genomic regions with enrichment (“peaks”) of H3K27ac and H3K27me3 were called by comparing the ChIP samples with an input control. 

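For each mark and population, 2 biological replicates were processed as separate samples, which gives 8 peak lists across H3K27ac and H3K27me3 in CINs and non-CINs. CINs were the GFP+ cells and non-CINs the GFP- cells sorted from *Gad67-GFP* cortex, in which GFP marks GABAergic cells. In native ChIP the chromatin is not cross-linked before the antibody is added, and the input control is chromatin sequenced without an antibody. The authors aligned the reads to mm10 with BWA *mem*, filtered them on mapping quality with samtools and called broad peaks in each replicate against its matched input with MACS2. Each listed peak has a position, a fold enrichment over the input and −log10 *p* and −log10 *q* values. These values are the authors', and fold enrichment was used only to rank peaks within a list, as a percentile of that list. For H3K27ac, the CIN lists held 62505 peaks over 56.3 Mb (replicate 1) and 46310 peaks over 40.8 Mb (replicate 2), and the non-CIN lists held 59667 peaks over 50.4 Mb and 46040 peaks over 44.0 Mb. For H3K27me3, the CIN lists held 38158 peaks over 34.5 Mb and 36662 peaks over 44.2 Mb, and the non-CIN lists held 45081 peaks over 39.4 Mb and 42575 peaks over 49.8 Mb. The list of replicate 1 held more peaks than that of replicate 2 for both marks and both populations. For H3K27me3, however, the list of replicate 1 covered the shorter length in both populations. The shortest peak was 200 bp long, and the lowest −log10 *q* of a list lay between 2.21 and 2.60. The number of reads behind each list was not used here, so the depth of each sample is described only by these counts and covered lengths. Peaks 500 bp or less apart were merged within each list before any comparison. The methods of the paper describe this merging after IDR and differential calling, before the replicates are intersected. The lists hold calls and no coverage, so populations were compared by the presence and absence of peaks, and signal below the calling threshold counts as absent. The 4 lists of a mark can be split into 2 pairs in 3 ways, so no exact test between the populations can give *p* below 0.333, and *p* values are given across regions, which are not independent replicates.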

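Replicates were compared first by the fold-enrichment ranks of peaks that overlapped between the 2 lists of a mark and population. Each peak has an estimated probability, given both of its ranks, of belonging to an irreproducible component. The IDR of a peak is the estimated share of irreproducible peaks among all peaks for which this probability is no higher. It was fitted to log10 fold enrichment from the starting values given in the methods of the paper. Among 34292 overlapping H3K27ac peaks of CINs, Spearman's rho across peaks was 0.813, and 58.3% had an IDR under 0.05 (95% Wilson interval 57.7–58.8%). For the 33397 overlapping peaks of non-CINs, rho was 0.827 and this share was 62.5% (62.0–63.0%). The H3K27me3 ranks were less alike, with rho of 0.636 across 11631 overlapping peaks of CINs and 0.613 across 13411 of non-CINs. The shares with an IDR under 0.05 were 27.4% (26.6–28.3%) and 25.4% (24.7–26.1%). A threshold of 0.01 moved these shares most, to 45.4% and 50.4% for H3K27ac and to 19.4% and 17.6% for H3K27me3, in CINs and non-CINs respectively. The overlap of whole lists was measured with the Jaccard index, the bp shared by 2 lists over the bp in either. For H3K27ac it was 0.593 between the CIN replicates and 0.639 between the non-CIN replicates. CIN and non-CIN lists of H3K27ac with the same replicate number had indices of 0.545 and 0.608, and those with different numbers 0.524 and 0.551. For H3K27me3 the index was 0.472 between the CIN replicates and 0.470 between the non-CIN replicates. It was higher, at 0.536 and 0.646, between CIN and non-CIN lists with the same replicate number. Lists of H3K27me3 with different numbers had indices of 0.422 and 0.472. When one list of a replicate pair was shifted along the chromosomes 1000 times, the highest index for either mark was 0.0201, so all 4 replicate overlaps were above chance (two-sided permutation *p* = 0.002 for each, the smallest that 1000 shifts can give).

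**Figure D1:**
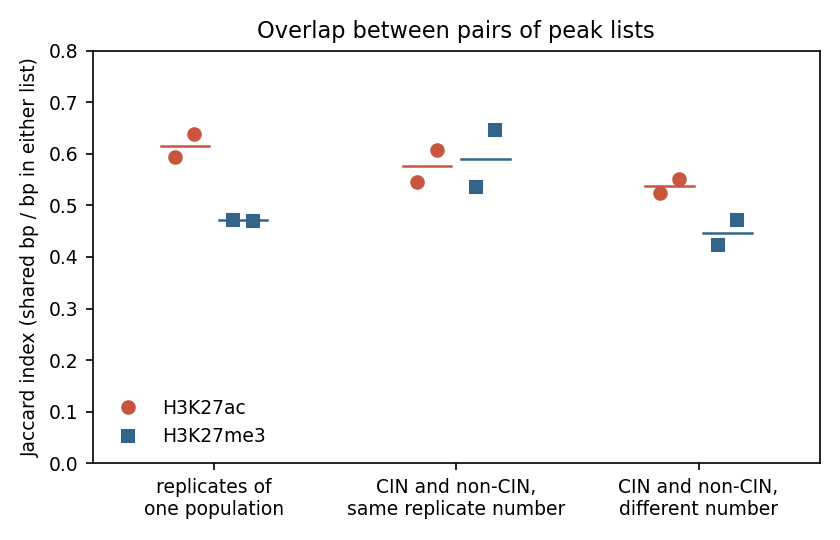
Jaccard index of pairs of peak lists (vertical axis, shared bp over bp in either list) for H3K27ac (circles) and H3K27me3 (squares). Each symbol is 1 pair of lists and each line the mean of 2 pairs. For H3K27me3 the pairs of CIN and non-CIN lists with the same replicate number sit above the replicates of 1 population, and for H3K27ac the mean of the replicate pairs, 0.616, is the highest.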

IDR analysis confirmed high concordance between all pairs of replicates (Extended Data Fig. 1-1*A*; Li et al., 2011).

We thus defined high-confidence (HC) peaks as those present in both biological replicates. 

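After merging, the H3K27ac lists of CINs held 53673 peaks in replicate 1 and 39646 in replicate 2, and those of non-CINs held 50043 and 39327. In CINs, 34634 merged peaks of replicate 1 (64.5%) overlapped a peak of replicate 2 by at least 1 bp, and 35426 of replicate 2 (89.4%) overlapped a peak of replicate 1. For non-CINs these numbers were 34178 (68.3%) and 34172 (86.9%). The stretches shared by both replicates were counted as HC peaks. There were 35768 in CINs, with a median length of 823 bp and 37.9 Mb in total, and 34953 in non-CINs, with a median length of 835 bp and 38.7 Mb in total. Other than taking a single replicate, the alternative that moved these counts most was a stricter calling threshold, −log10 *q* of at least 4 in each list, which left 24923 HC peaks in CINs and 24675 in non-CINs.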

A total of 35,768 HC H3K27ac peaks were called for the CIN samples and 34,953 for the non-CINs. These peaks represent the pREs that could be driving gene expression in these cells, including proximal REs (promoters) and distal REs (enhancers). We then performed differential peak calling to identify regions with significantly more H3K27ac in CINs versus non-CINs, and vice versa. 

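The differential caller used in the paper compares read coverage, which a peak list does not hold. Regions were therefore called CIN-only where merged CIN peaks had no overlap with a non-CIN peak of the same replicate number and such peaks overlapped between replicates 1 and 2. Regions called non-CIN-only were defined in the same way, and common regions were present in all 4 lists. There were 4182 CIN-only regions with a median length of 368 bp, 2775 non-CIN-only regions with a median length of 267 bp, and 27746 common regions with a median length of 829 bp. Calls from a single replicate moved these counts most. Of 17075 CIN-only peaks in replicate 1, 24.1% recurred in replicate 2, and of 9332 in replicate 2, 44.7% recurred in replicate 1. Of the CIN-only peaks of replicate 1, 69.8% met no CIN peak at all in replicate 2, and of those of replicate 2, 25.1% met none in replicate 1. For non-CIN-only peaks, 20.6% of 13465 in replicate 1 and 28.8% of 9590 in replicate 2 recurred. CIN-only peaks thus outnumbered non-CIN-only peaks in replicate 1 and not in replicate 2. These sets use the replicate number as a block. Over 70293 regions, deviations from the population mean in lists with the same replicate number had a correlation of 0.0399 for presence and 0.1199 for fold-enrichment percentile. Without the replicate block, 4590 HC peaks of CINs and 3240 of non-CINs had no overlap in either list of the other population, and 31178 HC peaks of CINs did. With the pairing of replicate numbers crossed, there were 4335 CIN-only and 2818 non-CIN-only regions. With HC peaks of one population set only against HC peaks of the other, 8375 of CINs and 7899 of non-CINs had no overlap.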

By this method, we identified 2937 HC CIN-specific pREs and 718 HC non-CIN pREs; 25,556 HC peaks were common to both populations. The HC peak sets were used for all downstream analyses. Peak numbers by replicate can be found in Extended Data Figure 1-1*B*.

A total of 14,915 HC H3K27me3 peaks were called for CIN samples and 17,550 were called for non-CINs. These peaks represent putatively poised and/or repressed REs, which would be expected to be associated with lower expression of their target genes. 

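The merged H3K27me3 lists held 30416 and 26179 peaks for CIN replicates 1 and 2, and 35980 and 30413 for non-CINs. A smaller share of them recurred than for H3K27ac. In CINs, 14407 merged peaks of replicate 1 (47.4%) overlapped a peak of replicate 2, and 12139 of replicate 2 (46.4%) overlapped a peak of replicate 1. In non-CINs, 16850 of replicate 1 (46.8%) and 14111 of replicate 2 (46.4%) did. The 14915 HC peaks of CINs had a median length of 671 bp and covered 27.1 Mb, and the 17550 of non-CINs had a median length of 643 bp and covered 30.6 Mb. Requiring that 50% of both peaks overlap left 5737 HC peaks in CINs and 6525 in non-CINs.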

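By presence and absence within replicate numbers, 710 CIN-only H3K27me3 regions (median length 272.5 bp) and 1286 non-CIN-only regions (median length 235 bp) were found in both replicates, beside 11563 common regions. Of 11040 CIN-only H3K27me3 peaks in replicate 1, 6.37% recurred in replicate 2, and 10.3% of 6663 in replicate 2 recurred in replicate 1. For non-CIN-only peaks these shares were 7.48% of 17174 and 10.6% of 11836. H3K27me3 lists with the same replicate number deviated together, with a correlation over 59693 regions of 0.344 for presence and 0.424 for fold-enrichment percentile. Without the replicate block, 1100 HC peaks of CINs and 2223 of non-CINs had no overlap in either list of the other population. With the pairing of replicate numbers crossed, 865 CIN-only and 1680 non-CIN-only regions were found. When each list was limited to its strongest 30000 peaks, a setting chosen after seeing the data, the order of the 2 counts changed, with 725 CIN-only and 654 non-CIN-only regions.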

By differential peak calling, we identified 168 HC regions with more H3K27me3 in CINs than non-CINs and 285 HC regions with higher H3K27me3 in non-CINs. Peak numbers by replicate can be found in Extended Data Figure 1-1*B*.

We validated our histone ChIP-seq data first by confirming patterns of histone modification enrichment at known marker gene loci. 

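Peaks were counted in windows from 5 kb upstream of the TSS to the end of each gene, as annotated in GENCODE vM21 on mm10. *Dlx1* (chromosome 2, 71528113–71533981, plus strand) and *Dlx2* (chromosome 2, 71543408–71546754, minus strand) lay under one H3K27ac peak in each CIN replicate, at the fold-enrichment percentiles 86.71 and 85.72 of those lists, and under no H3K27ac peak in either non-CIN list. In *Gad1* (chromosome 2, 70553072–70602014) there were 4 HC H3K27ac peaks in CINs and none in non-CINs. H3K27ac peaks covered 11544 and 9640 bp of its window in the CIN replicates and 219 bp in non-CIN replicate 1, where the peak was at percentile 6.61 of its list. In *Gad2* (chromosome 2, 22622205–22693874) there were 2 HC H3K27ac peaks in CINs and none in non-CINs, with 12881 and 9710 bp covered in the CIN replicates and 215 and 652 bp in the non-CIN replicates. None of these peaks of non-CINs at *Gad1* and *Gad2* remained at −log10 *q* of at least 4. All 4 genes also had H3K27me3 peaks in all 4 lists of that mark. At *Gad1*, these peaks covered 12577 and 14690 bp in CINs and 14825 and 15441 bp in non-CINs, and at *Gad2* 9868 and 12724 bp in CINs and 12663 and 13198 bp in non-CINs. In each replicate the non-CIN list covered more, but at *Gad2* the non-CIN value of replicate 1 was below the CIN value of replicate 2. The strongest H3K27me3 peak of *Gad1* was at percentiles 92.8 and 96.8 of the CIN lists and 99.0 and 98.7 of the non-CIN lists, and that of *Gad2* at 95.8 and 96.8 of the CIN lists and 99.2 and 99.1 of the non-CIN lists. Across all 4182 CIN-only H3K27ac regions, 28 overlapped H3K27me3 peaks in both non-CIN lists and neither CIN list, and 1 the reverse (two-sided exact McNemar test across regions, *p* = 1.1e-07). Of the CIN-only regions with an H3K27me3 peak in a single population, 90.9% had it in non-CINs in replicate 1 and 84.0% in replicate 2. Among non-CIN-only H3K27ac regions, 1 had H3K27me3 only in non-CINs and 3 only in CINs (*p* = 0.625), too few regions for the same exact test to pass 0.05. In single replicates, more of them had it only in CINs, with 14 against 4 in replicate 1 (exact McNemar *p* = 0.031) and 26 against 6 in replicate 2 (exact McNemar *p* = 0.00054). Without the replicate block, H3K27me3 was counted by HC H3K27me3 peaks, so a peak in a single list of a population counted as absent. By this looser rule, 83 HC H3K27ac peaks of CINs that lacked a non-CIN peak had H3K27me3 only in non-CINs. Only in CINs, 8 had it (exact McNemar *p* = 7.6e-17). For the HC H3K27ac peaks of non-CINs that lacked a CIN peak, these numbers were 1 in non-CINs and 15 in CINs (exact McNemar *p* = 0.00052). Both the block and the rule for absence thus differ from the main test.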

As expected, CIN-relevant genes (e.g., *Dlx1*, *Dlx2*, *Gad1*, and *Gad2*) had significant enrichment of H3K27ac (greater activation) and depletion of H3K27me3 (less repression) in CINs compared with non-CINs (Figs. 1*B*, 2*A***;** Extended Data Fig. 2-1*B*). Conversely, markers for PNs (*Emx2*), oligodendrocytes (*Olig1* and *Olig2*) and astrocytes (*Aldh1l1*) showed greater enrichment of H3K27ac over the gene body and proximal sequences in the non-CIN samples (Fig. 1*C–E*). 

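All 4 of these genes held HC H3K27ac peaks in both populations. The window of *Emx2* (chromosome 19, 59458372–59465357) had 1 HC peak in CINs and 1 in non-CINs, *Olig1* (chromosome 16, 91269772–91271933) had 3 in each, *Olig2* (chromosome 16, 91225457–91228677) had 2 in CINs and 1 longer peak in non-CINs, and *Aldh1l1* (chromosome 6, 90486427–90600203) had 8 in each. H3K27ac peaks covered 8287 and 8039 bp of the *Emx2* window in CIN replicates 1 and 2, and 8763 and 8534 bp in the non-CIN replicates. At *Olig2* they covered 6675 and 6590 bp in CINs against 8221 and 7602 bp in non-CINs, and at *Aldh1l1* 17322 and 13283 bp against 25918 and 20723 bp. Both non-CIN values were above both CIN values at these 3 genes. At *Olig1* the covered length was 3538 and 4002 bp in CINs and 3830 and 5241 bp in non-CINs. In each replicate the non-CIN list covered more, but the non-CIN value of replicate 1 was below the CIN value of replicate 2. The strongest H3K27ac peak of *Emx2* was at percentiles 72.2 and 70.9 of the CIN lists and 87.9 and 95.4 of the non-CIN lists. For *Olig1* these percentiles were 79.5 and 84.9 in CINs and 93.2 and 96.5 in non-CINs, for *Olig2* 66.2 and 73.57 in CINs and 87.8 and 91.0 in non-CINs, and for *Aldh1l1* 97.9 and 93.7 in CINs and 96.2 and 94.9 in non-CINs. One non-CIN-only region was found, of 1366 bp in *Aldh1l1* (chromosome 6, 90514840–90516205).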

Statistically significant differential enrichment of H3K27ac was also found at validated enhancers (distal REs) active in CINs or their progenitors in the basal ganglia. 

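Enhancers were placed on mm10 by matching the ChIP-qPCR primer pairs of Table 1, each of which had a single match. The *Gad2En1* amplicon is the 87 bp at 22293627–22293713 on chromosome 2, in intron 7 of *Myo3a*, and its reference sequence is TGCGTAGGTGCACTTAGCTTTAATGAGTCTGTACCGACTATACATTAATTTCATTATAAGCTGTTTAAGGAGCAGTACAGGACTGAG. H3K27ac peaks lay over it at percentile 95.9 of the CIN replicate 1 list and 96.0 of the CIN replicate 2 list, and no non-CIN list had a peak there. The CIN-only region around it (22293017–22295607) ranked first of all CIN-only regions by the lower of its 2 percentiles. The *hs1175* amplicon (chromosome 13, 48383596–48383705) is 122423 bp from the *Id4* TSS, in an intron of a non-coding transcript. It was covered by H3K27ac peaks of both CIN replicates, at percentiles 86.1 and 81.2, and by no non-CIN peak. The CIN peaks, of 3550 and 3094 bp, also met a 470 bp peak of non-CIN replicate 1 (48384518–48384987), so *hs1175* was in the HC peaks of CINs but not in the CIN-only set. The *hs1060* amplicon (chromosome 13, 78602083–78602208) is intergenic, 402389 bp from the *Nr2f1* TSS. CIN peaks covered it at percentiles 59.5 and 67.7, no non-CIN peak did, and it lay in a CIN-only region of 1417 bp (78601963–78603379). No H3K27me3 peak was called over any of the 3 amplicons. Within 1 kb of the *hs1175* amplicon, non-CIN replicate 2 had an H3K27me3 peak of 309 bp (48383824–48384132).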

For example, H3K27ac was enriched specifically in CINs at *Gad2En1*, *hs1175* near *Id4*, and *hs1060* near *Nr2f1* (Fig. 1*B*,*F*,*G*; Visel et al., 2013; Silberberg et al., 2016; Pla et al., 2017). Conversely, H3K27ac was enriched in one of the two non-CIN samples at *hs1533* near *Id4*, and *hs1172* near *Nr2f1* (Fig. 1*F*,*G*), which have cortical activity at E11.5 (Visel et al., 2013; Pattabiraman et al., 2014).

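At the *hs1533* amplicon (chromosome 13, 48159268–48159346), 101921 bp from the *Id4* TSS, H3K27ac peaks were listed in both non-CIN replicates, at percentiles 75.4 and 36.2, and in neither CIN replicate. H3K27me3 peaks of both CIN replicates covered the amplicon, at percentiles 76.2 and 89.1, and no non-CIN peak did. Within 1 kb of the amplicon, non-CIN replicate 2 had an H3K27me3 peak (48159349–48161094) and CIN replicate 1 a 332 bp H3K27ac peak (48159380–48159711). The latter meets the non-CIN peak, so *hs1533* was in the HC H3K27ac peaks of non-CINs but not in the non-CIN-only set. At the *hs1172* amplicon (chromosome 13, 78581318–78581389), 381597 bp from the *Nr2f1* TSS, all 4 H3K27ac lists had a peak. The percentiles were 65.2 and 58.0 in the CIN lists and 68.2 and 83.2 in the non-CIN lists, and the amplicon lay in a common region of 862 bp (78581049–78581910). No H3K27me3 peak was called over it.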

**Figure 2.**
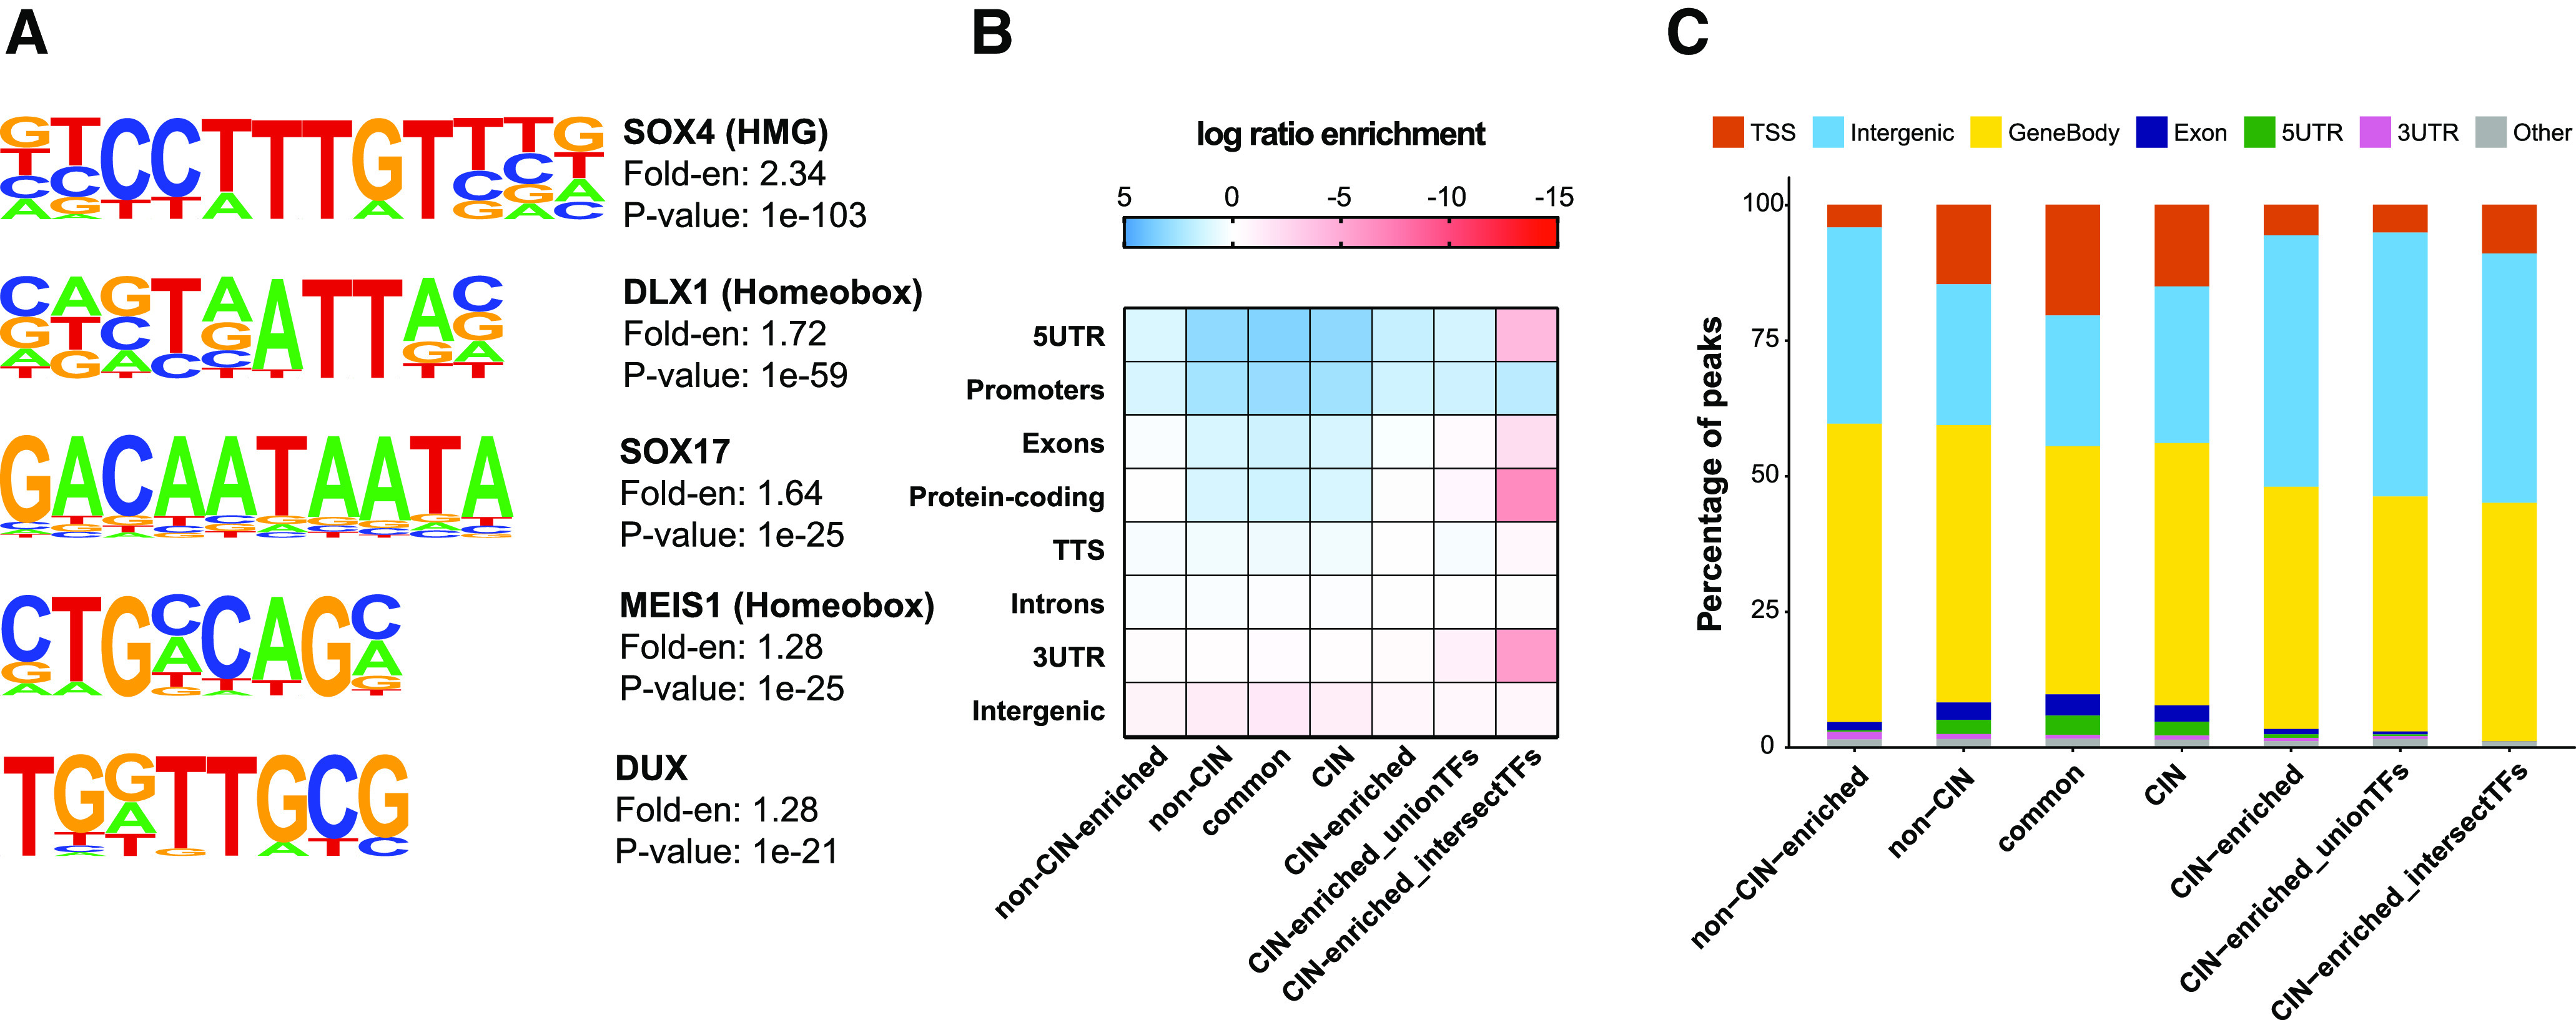
Motif analysis and genomic annotation of regions enriched for histone H3K27ac. ***A***, *De novo* motif analysis of CIN-enriched H3K27ac peaks by HOMER, showing the top five enriched motifs, their best-match known motifs, fold-enrichment (Fold-en) over background, and significance of enrichment. *De novo* motif analyses of other peak sets are shown in Extended Data Figure 2–1*A–C*. ***B***, Heatmap showing the enrichment of genomic annotations (curated list) generated by HOMER for the different sets of H3K27ac peaks compared with background. The full list of annotations and enrichment values are shown in Extended Data Figure 2-1*D*. CIN-enriched_unionTFs peaks are CIN-enriched peaks that overlap with at least one DLX2, LHX6, or NKX2-1 ChIP binding site. CIN-enriched_intersectTFs peaks are CIN-enriched peaks that overlap with DLX2, LHX6, and NKX2-1 binding sites. ***C***, Proportion of peaks in each set associated with genomic annotations generated by HOMER. GO analyses of genes associated with the CIN-enriched, non-CIN-enriched, and common peaks are shown in Extended Data Figures 2-1*E*,*F*, 2-2. TTS: transcription termination site, TSS: transcription start site, UTR: untranslated region.

10.1523/ENEURO.0211-20.2020.f2-1 Extended Data Figure 2-1 Motif analysis and genomic annotation of regions enriched for histone H3K27ac. ***A****–****C***, *De novo* motif analysis by HOMER, showing the top five enriched motifs, their best-match known motifs, fold-enrichment over background, and significance of enrichment. ***D***, Genomic ontology generated by HOMER, showing log ratio enrichment over background. Significantly overrepresented (or underrepresented) annotations (*p *<* *0.01) are shown in bold. ***E***, ***F***, GO analysis of gene-associated H3K27ac-enriched regions by GREAT for CIN-specific and non-CIN peaks. The top ten significantly enriched biological process terms are shown for each peak set ranked by binomial *p* value. Relevant terms are highlighted in cyan. The full list of enriched GO biological process terms can be found in Extended Data Figure 2-2. Download Figure 2-1, EPS file.

10.1523/ENEURO.0211-20.2020.f2-2 Extended Data Figure 2-2 Full lists of significantly enriched GO terms from GREAT analysis for the HC common, CIN-specific, and non-CIN H3K27ac peaks. Download Figure 2-2, XLSX file.

We then confirmed differential enrichment of H3K27ac at these REs by ChIP-qPCR on sorted CIN and non-CIN samples from P2 *Gad67-GFP* cortices. *Gad2En1*, *hs1175*, and *hs1060* showed a trend for enrichment in the CIN samples, while *hs1533* and *hs1172* were more enriched in non-CINs as expected (Extended Data Fig. 1-1*C*). However, these enrichments were not significant by one-sample *t* test (*p *>* *0.05).

We hypothesized that REs specifically active in CINs would be bound by TFs with known roles in CIN development. Therefore, we performed *de novo* motif discovery with HOMER to identify TF binding motifs enriched in the CIN-enriched H3K27ac peak set and compared these to motifs enriched in the non-CIN-enriched and common peaks (Fig. 2*A*; Extended Data Fig. 2-1*A*,*B*).

The top CIN-enriched motifs included SOX motifs, a DLX motif and a MEIS motif and were highly significant (*p *≤* *1e-21; Fig. 2*A*). 

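Fixed core sequences were counted on either strand in the 200 bp around the centre of each H3K27ac region on the assembled chromosomes. These counts are a simpler measure than *de novo* discovery. The DLX core TAATTA was present in 454 of 4181 CIN-only regions (10.9%, 95% Wilson interval 9.95–11.8%) and in 1104 of 27742 common regions (3.98%, 3.76–4.22%). The odds ratio was 2.94 (95% interval 2.62–3.30), with an adjusted *p* of 3.8e-65 from a two-sided Fisher's exact test across regions. The SOX core CTTTGT was present in 27.4% of CIN-only and 18.7% of common regions (odds ratio 1.64, 1.52–1.77, exact test, adjusted *p* = 1.7e-36). For the MEIS core CTGTCA these shares were 19.2% and 13.2% (odds ratio 1.56, 1.44–1.70, exact test, adjusted *p* = 2.0e-23). The Benjamini-Hochberg adjustment was over 6 tests. The odds ratios without the replicate block were 2.42 for DLX, 1.49 for SOX and 1.46 for MEIS. The CIN-only windows had a mean GC content of 45.7% and the common windows 53.3%. Matching common regions on GC content moved the DLX and SOX odds ratios most, to 1.62 (exact test, adjusted *p* = 4.5e-09) and 1.19 (adjusted *p* = 0.00091). The MEIS odds ratio became 1.39 (exact test, adjusted *p* = 8.3e-08) and moved slightly further, to 1.37, when only replicate 1 was used.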

DLX TFs are central to GABAergic cell development (Hu et al., 2017; Lindtner et al., 2019). MEIS1 is transcriptionally downstream of DLX1/2 and ARX (another important CIN TF) and is expressed in CINs migrating to the cortex (Long et al., 2009; Friocourt and Parnavelas, 2011). The enrichment of these binding motifs suggests that the CIN-enriched peaks represent functional REs that may regulate CIN gene expression. 

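In the non-CIN-only H3K27ac regions, the same cores were close to their shares in common regions. The DLX core was present in 108 of 2775 regions (3.89%, 95% Wilson interval 3.23–4.68%), with an odds ratio against common regions of 0.977 (0.799–1.20, adjusted *p* = 0.88, Fisher's exact test). SOX cores were present in 20.6% of regions (odds ratio 1.13, 1.02–1.24, exact test, adjusted *p* = 0.019) and MEIS cores in 15.1% (odds ratio 1.18, 1.05–1.31, adjusted *p* = 0.0061). Against common regions matched on GC content, the same exact test gave odds ratios of 0.645 for DLX (adjusted *p* = 0.00091), 0.871 for SOX (adjusted *p* = 0.045) and 0.970 for MEIS (adjusted *p* = 0.71), so the direction or the call changed for each of the 3 cores. Without the replicate block, the exact test gave 0.814 for DLX (adjusted *p* = 0.046), 1.03 for SOX (adjusted *p* = 0.50) and 1.09 for MEIS (adjusted *p* = 0.11).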

The non-CIN-enriched *de novo* motifs had low *p* values (≤1e-11) and were flagged as possible false positives by HOMER (Extended Data Fig. 2-1*A*). They were also found in <5% of the target sequences, compared with 17–43% of target sequences for the top five CIN-enriched motifs. This suggests a lack of any strong consensus TF binding motifs among the non-CIN-enriched peak set, which may be a function of the cell type heterogeneity of the non-CIN sample.

To determine whether CIN-enriched and non-CIN-enriched peaks are associated with particular functional regions of the genome, we also performed genomic annotation with HOMER. All the peak sets (CIN, non-CIN, CIN-enriched, non-CIN-enriched and common peaks) showed enrichment over background at promoters, 5′ untranslated regions (5′UTRs) and introns, as expected for H3K27ac ChIP (Fig. 2*B*; Extended Data Fig. 2-1*D*).

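Regions were assigned by their centre to the classes of the GENCODE vM21 basic annotation, with promoters from 1 kb upstream to 100 bp downstream of a TSS, and compared with the share of the genome in each class. Promoters took 2.54% of the genome, 5′UTRs 0.0942% and introns 39.3%. The share of HC peaks at promoters was 7.36 times that of the genome in CINs and 7.22 times in non-CINs. It was 1.48 times in CIN-only, 1.105 times in non-CIN-only and 8.89 times in common regions. For 5′UTRs these ratios were 22.4 and 22.97 for the HC peaks of CINs and non-CINs, 4.06 for CIN-only, 4.21 for non-CIN-only and 28.8 for common regions. For introns they were 1.23, 1.28, 1.26, 1.62 and 1.19 in the same order. In two-sided exact binomial tests across regions, adjusted over 15 comparisons, non-CIN-only regions at promoters did not differ from the genome (adjusted *p* = 0.37), and each of the other comparisons had an adjusted *p* of 9.6e-05 or less. The 5′UTR ratios of the CIN-only and non-CIN-only sets rest on 16 and 11 regions.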

Compared with common (not differentially enriched) peaks, both CIN-enriched and non-CIN-enriched peaks were less often associated with promoter regions/transcription start sites (TSSs), exons and 5′UTRs, and more often associated with intergenic regions (Fig. 2*C*). This supports the notion that chromatin activation state is more dynamically regulated at enhancers than promoters, and, therefore, enhancers may show more cell type-specific activity than promoters.

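The centre of 157 of 4181 CIN-only regions (3.76%, 95% Wilson interval 3.22–4.38%) and 78 of 2775 non-CIN-only regions (2.81%, 2.26–3.49%) lay in a promoter, against 6278 of 27742 common regions (22.6%, 22.1–23.1%). The odds ratios against common regions were 0.133 (95% interval 0.113–0.157, adjusted *p* = 2.0e-235) and 0.0989 (0.0788–0.124, adjusted *p* = 1.5e-185), from two-sided Fisher's exact tests across regions. Between genes lay 41.5% of CIN-only and 26.4% of non-CIN-only regions, against 20.1% of common regions, with odds ratios of 2.83 (2.64–3.03, exact test, adjusted *p* = 1.5e-185) and 1.43 (1.31–1.56, adjusted *p* = 2.2e-14). The promoter odds ratios without the replicate block were 0.162 and 0.119, and the intergenic ones 2.45 and 1.25. For coding exons the odds ratios were 0.267 in CIN-only and 0.415 in non-CIN-only regions, and for 5′UTRs 0.138 and 0.143, all with adjusted *p* of 2.9e-09 or less from the same exact test. Matching common regions on fold-enrichment percentile, a setting chosen after seeing the data, moved the promoter odds ratios most, to 0.337 and 0.317. Matched on length, common and non-CIN-only regions were not distinguishable in their intergenic share (odds ratio 1.01, 0.899–1.14, exact test, adjusted *p* = 0.85), while the CIN-only odds ratio was 2.14. The paper takes the lower shares of promoters, exons and 5′UTRs and the higher intergenic share in both sets as support for a notion. The notion is that enhancers change their activation state more dynamically than promoters, and the paper proposes that they may therefore be more specific to a cell type.

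**Figure D2:**
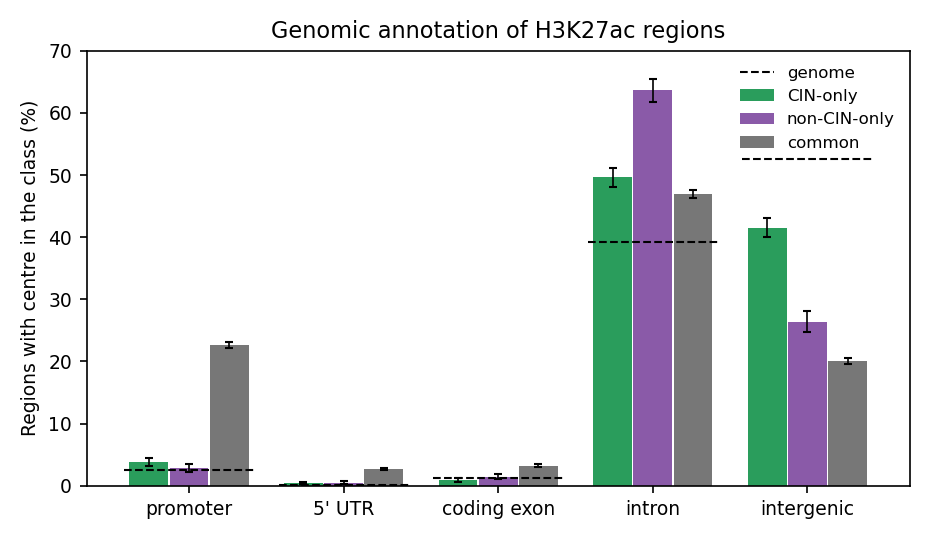
Percent of CIN-only, non-CIN-only and common H3K27ac regions whose centre lies in each annotation class (vertical axis). Error bars are 95% Wilson intervals across regions, and dashed lines are the percent of the genome in the class. Common regions stand above the other sets at promoters, and CIN-only regions have the highest intergenic share, 41.5%, against 52.6% of the genome.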

We then used the GREAT to assign H3K27ac peaks to nearby genes they may regulate (McLean et al., 2010). GO analysis of gene-associated H3K27ac-enriched regions with GREAT showed significant enrichment of relevant biological process GO terms for each population. The top ten GO terms for CIN-specific pREs included terms related to forebrain neurogenesis and specifically GABAergic CIN differentiation, while terms further down the list were also associated with neuronal migration and axonogenesis (Extended Data Figs. 2-1*E*, 2-2). 

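The supplement lists 7 genes under the term cerebral cortex GABAergic interneuron differentiation for the CIN-specific peaks. Around them, regulatory domains were drawn from 5 kb upstream to 1 kb downstream of the TSS and extended by up to 1 Mb toward the nearest gene. These domains took 0.0876% of the genome and held 20 of the 4182 CIN-only H3K27ac regions (0.478%), a ratio of 5.46, with at least 1 region at each of the 7 genes. They held 17 of 27746 common regions (0.0613%) and 4 of 2775 non-CIN-only regions (0.144%). The odds ratio of CIN-only against common regions was 7.84 (95% interval 4.10–15.0, adjusted *p* = 2.1e-08), and against non-CIN-only regions it was 3.33 (1.14–9.75, adjusted *p* = 0.063), both from two-sided Fisher's exact tests adjusted over 6 comparisons. The 7 genes are the paper's own, listed because its calls on these data fell near them.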

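For the 32 genes that the supplement lists under gliogenesis, regulatory domains drawn in the same way took 0.749% of the genome. They held 51 of the non-CIN-only H3K27ac regions (1.84%), 2.45 times the share of the genome, at 23 of the genes. The ratio was 1.91 for CIN-only regions, of which 60 lay in these domains, and 1.94 for common regions, of which 403 did. By Fisher's exact test, non-CIN-only regions were not distinguishable from common regions (odds ratio 1.27, 95% interval 0.947–1.70, adjusted *p* = 0.18), nor CIN-only from non-CIN-only regions (odds ratio 0.777, 0.534–1.13, adjusted *p* = 0.25). This gene list, too, comes from the paper's calls on these data.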

HC non-CIN pREs were strongly associated with glial development (Extended Data Fig. 2-1*F*). The significantly enriched GO terms for the common peak set were overwhelmed by terms related to generic cellular processes such as transcription and translation (Extended Data Fig. 2-2). However, many genes related to synaptogenesis and pan-neuronal development and function were associated with multiple common H3K27ac peaks (e.g., *Tubb2a/b*, *Nlgn1/2/3*, *Ctnnb1*, *Rbfox2*, and *Camk2d*).

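Common H3K27ac regions were counted in the regulatory domain of each gene. There were 9 for *Tubb2a* and 12 for *Tubb2b*, which are neighbors on chromosome 13 and share part of their domains. The domain of *Nlgn1* (chromosome 3) held 14 common regions, that of *Nlgn3* (chromosome X) 2 and that of *Nlgn2* (chromosome 11, 69827180–69842783) 1. There were 10 for *Ctnnb1*, 14 for *Rbfox2* and 24 for *Camk2d*, whose domain is among the widest (chromosome 3, 126364684–127498349) and also held 6 CIN-only and 4 non-CIN-only regions. Between 0 and 2 CIN-only regions, and as many non-CIN-only regions, were found for each of the other genes.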

To refine our list of candidate pREs, we leveraged previously published TF ChIP-seq data from embryonic basal ganglia (Sandberg et al., 2016; Lindtner et al., 2019). DLX2, LHX6, and NKX2-1 are TFs important for CIN development, whose expression within the telencephalon is primarily limited to the GABAergic lineages generated in the basal ganglia anlage (Kessaris et al., 2014; Hu et al., 2017). We hypothesized that DLX2, LHX6, and NKX2-1 binding at pREs increases the probability that the RE will be active in maturing GABAergic lineage neurons including CINs.

A total of 40% of CIN-specific pREs (1163 out of 2937) overlapped with at least one called DLX2, LHX6, or NKX2-1 peak (CIN-enriched_unionTF peak set). The most significantly enriched *de novo* motif found at CIN-enriched_unionTF pREs (TAATTACVVS) was a close match for known DLX1/2/5/6 motifs, and also very similar to published LHX6 consensus motifs (Extended Data Fig. 2-1*C*; Sandberg et al., 2016).

Sequence conservation across species is another predictor of functional REs (Nord et al., 2015). We found that 72% (2115 out of 2937) of our HC CIN-specific pREs overlapped with predicted vertebrate conserved elements identified by phastCons (obtained through the UCSC browser). Furthermore, chromatin accessibility is a prerequisite for RE activation and gene expression. We therefore integrated published chromatin accessibility data from ATAC-seq on sorted adult cortical cells to further inform our selection of REs to test (Mo et al., 2015).

As a proof of principle, we looked at the *I12b* enhancer, which is located between *Dlx1* and *Dlx2*. 

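The *I12b* amplicon of Table 1 is the 100 bp at 71536112–71536211 on chromosome 2 of mm10, 8049 bp from the *Dlx1* TSS and between the ends of the 2 genes, in an intron of a non-coding transcript and of no protein-coding gene. Its reference sequence is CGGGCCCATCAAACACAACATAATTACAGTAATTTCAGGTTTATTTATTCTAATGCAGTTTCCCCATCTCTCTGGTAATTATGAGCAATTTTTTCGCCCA. It holds the DLX core at 71536132–71536137 and again at 71536187–71536192.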

*I12b* has well-characterized activity in the ganglionic eminences and their derivates, including CINs, in transgenic mice and when placed in viral vectors (Potter et al., 2009; Arguello et al., 2013; Lee et al., 2014b; Cho et al., 2015; Vogt et al., 2015). We found that the entire *Dlx1, Dlx2* and *I12b* genomic region was highly enriched for H3K27ac in the purified P2 CINs, but not in the non-CIN population (Fig. 3*A*). 

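In a window of 28642 bp from 5 kb upstream of *Dlx1* to 5 kb upstream of *Dlx2*, H3K27ac peaks covered 84.2% in CIN replicate 1 and 79.9% in CIN replicate 2. Neither non-CIN list had an H3K27ac peak in the window. The CIN-only regions were one of 21683 bp (71525535–71547217), which includes both genes and *I12b*, and one of 1084 bp (71523848–71524931). H3K27me3 peaks covered 94.7% and 100% of the window in the CIN replicates and 98.2% and 100% in the non-CIN replicates. The strongest of these H3K27me3 peaks was at percentiles 97.3 and 99.2 of the CIN lists and 99.8 and 99.6 of the non-CIN lists.

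**Figure D3:**
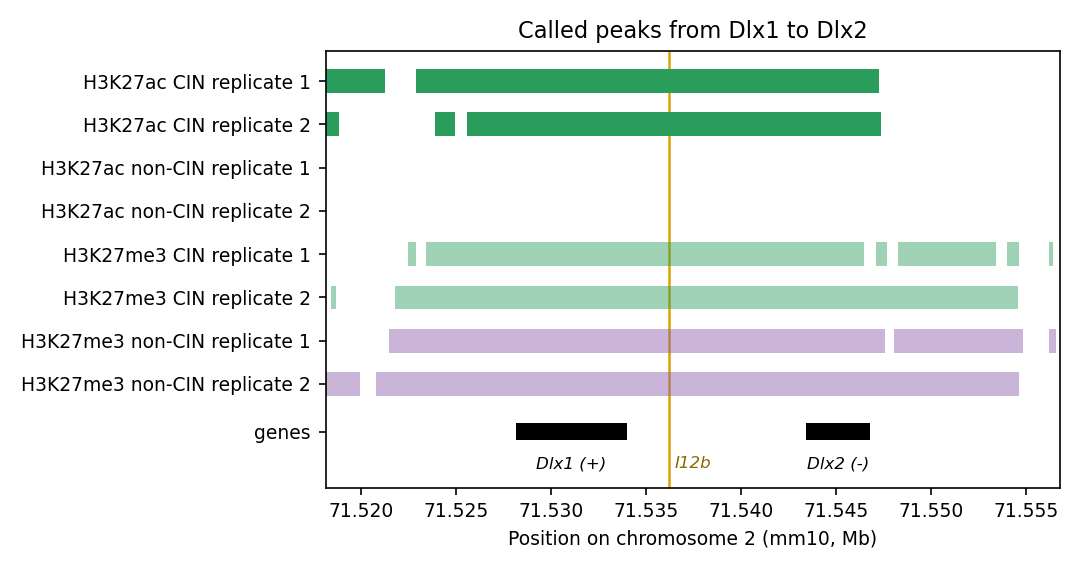
Called peaks around *Dlx1* and *Dlx2* against the position on chromosome 2 (mm10, Mb), with 1 line for each of the 8 lists, CIN in green and non-CIN in purple. Black bars are the genes with their strand and the vertical line is the *I12b* amplicon. H3K27ac peaks appear only in the CIN lists, and H3K27me3 peaks in all 4 lists of that mark.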

*I12b* was also bound by DLX2, LHX6, and NKX2-1 in E13.5 basal ganglia cells based on TF ChIP (Fig. 3*A*). Additionally, ATAC-seq demonstrated that the region was accessible in adult PV^+^ and VIP^+^ CINs, but not in purified excitatory CAMK2A^+^ PNs (Fig. 3*A*; Mo et al., 2015).

**Figure 3.**
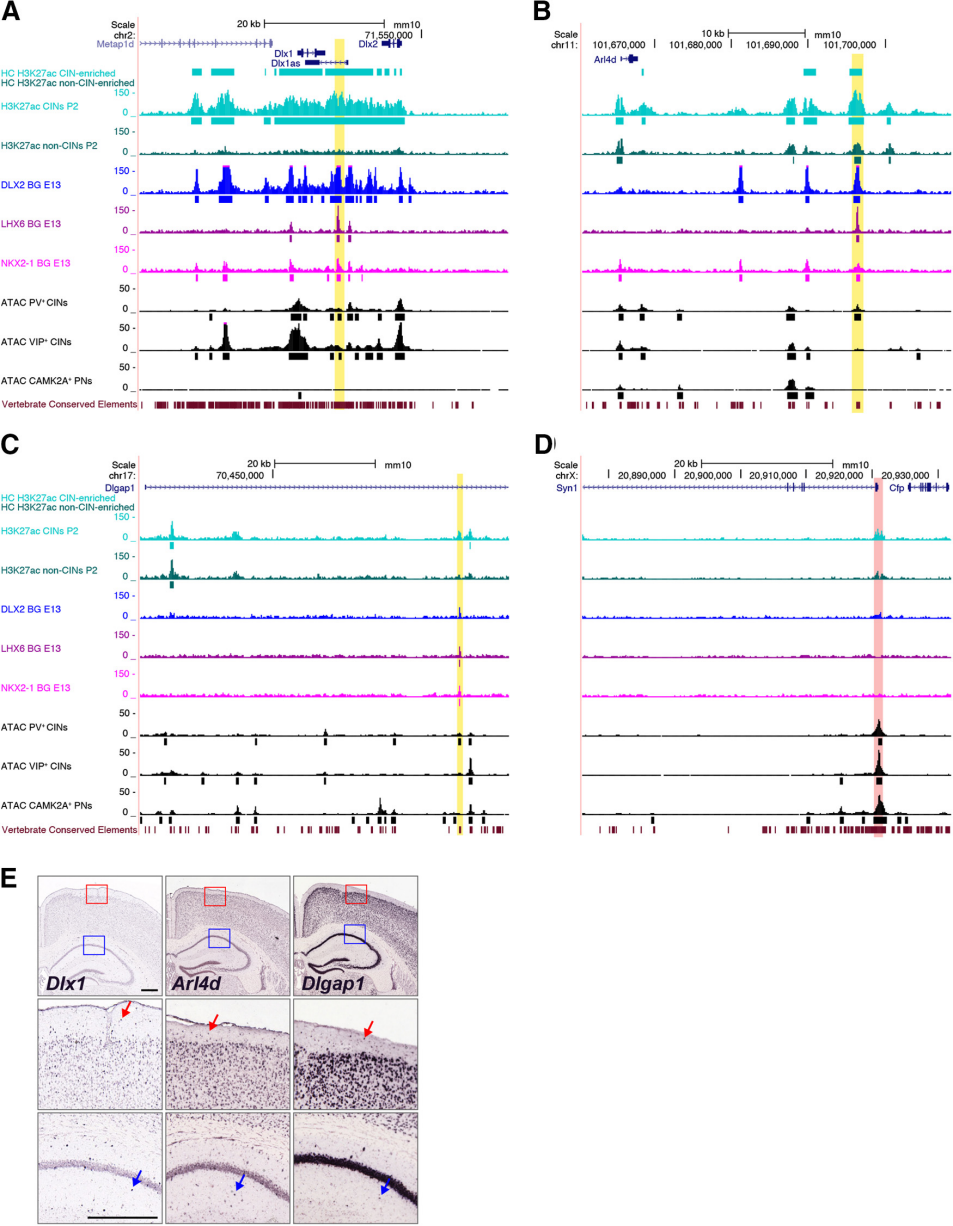
Integrated epigenetic signatures of candidate CIN pREs. ***A***, The *I12b* RE region (yellow highlight) is highly enriched for H3K27ac in CINs compared with the non-CINs. It also has Dlx2, LHX6, and NKX2-1 TF binding peaks in E13.5 basal ganglia (BG) and shows enhanced accessibility by ATAC-seq in P30 PV^+^ and VIP^+^ CINs, but not in CAMK2A^+^ PNs. ***B***, The *Arl4d* pRE (yellow highlight) is highly enriched for H3K27ac in CINs compared with non-CINs, has DLX2, LHX6, and NKX2-1 TF binding peaks and shows enhanced accessibility by ATAC-seq in P30 PV^+^ CINs but not VIP^+^ CINs or CAMK2A^+^ PNs. It also overlaps a vertebrate conserved element. ***C***, The *Dlgap1* intronic pRE (yellow highlight) shows greater enrichment of H3K27ac in CINs than in non-CINs and modest binding peaks for DLX2, LHX6, and NKX2-1. The *Dlgap1* pRE overlaps an ATAC peak in P30 PV^+^ CINs, but not in VIP^+^ CINs or PNs, and a vertebrate conserved element. ***D***, The *Syn1* promoter region (red highlight) has comparable H3K27ac enrichment in CINs and non-CINs and is highly accessible in P30 PV^+^ CINs, VIP^+^ CINs and CAMK2A^+^ PNs. The highly conserved homologous human region drives AAV expression in many PNs and some CINs (see Fig. 5). HC called peaks are shown as solid bars under the corresponding bigwig track. Additional pREs are shown in Extended Data Figure 3-1. Coverage and called peaks separated by replicate for the *Arl4d* and *Dlgap1* loci are shown in Extended Data Figure 3-2. ***E***, *In situ* hybridization in adult cortex shows CIN-specific staining of *Dlx1*. *Arl4d* and *Dlgap1* mRNA appear to be expressed in CINs [especially obvious in neocortical layer 1 (red arrows) and hippocampal stratum radiatum (blue arrows)] and many PNs. Images are taken from the Allen Brain Atlas (https://www.brain-map.org; Lein et al., 2007). Scale bars: 500 µm.

10.1523/ENEURO.0211-20.2020.f3-1 Extended Data Figure 3-1 Epigenetic signatures of additional candidate CIN pREs. ***A***, The *Arx* locus contains several validated enhancers. Enhancers with activity in the basal ganglia (green highlights) have HC H3K27ac CIN-specific peaks, DLX2, LHX6, and NKX2-1 TF binding peaks, and enhanced accessibility by ATAC-seq in P30 PV^+^ and/or VIP^+^ CINs but not in CAMK2A^+^ PNs. Enhancers active in the cortex (red highlights) or outside the telencephalon (blue highlights) lack this particular signature: *hs123* is also accessibly by ATAC in CAMK2A^+^ PNs; *hs122* has H3K27ac enrichment in both CINs and non-CINs. Sections showing transient transgenic enhancer activity at E11.5 are taken from the VISTA Enhancer Browser (https://enhancer.lbl.gov; Visel et al., 2013). ***B****–****F***, Epigenetic signatures of CIN-specific pREs (yellow highlights) near the CIN genes *Gad1*, *Slc32a1* (*Vgat*), *Htr3a*, *Maf*, and *Sst*. Download Figure 3-1, TIF file.

10.1523/ENEURO.0211-20.2020.f3-2 Extended Data Figure 3-2 H3K27ac enrichment at pREs separated by replicate. Browser tracks showing merged coverage and HC called peaks (white background), and coverage and called peaks by replicate (grey background) for CINs and non-CINs. Differential called peaks (CIN-enriched or non-CIN-enriched) are shown at the top. ***A***, The *Arl4d* pRE (yellow highlight) shows strong H3K27ac enrichment in CINs in both replicates and is called as CIN-enriched in both replicates. ***B***, The *Dlgap1* pRE (yellow highlight) shows modest H3K27ac enrichment, with a called CIN peak and differential CIN-enriched peak in replicate 1. Download Figure 3-2, EPS file.

Based on the positive results with the *I12b* locus, we screened other loci for similar epigenetic signatures. The *Arx* locus contains several REs with validated enhancer activity in the developing telencephalon at E11.5: *hs119* and *hs121* are active in the basal ganglia, while *hs122* and *hs123* are active in cortical progenitors (VISTA REs, https://enhancer.lbl.gov; Visel et al., 2013)*. hs121* (also known as UAS3) also remains active in immature and adult CINs (Colasante et al., 2008). All four enhancers had enrichment of DLX2 TF binding in E13.5 basal ganglia, but only the REs active in the basal ganglia and immature CINs had both HC CIN-specific H3K27ac peaks at P2 and chromatin accessibility in adult PV^+^ or VIP^+^ CINs but not in CAMK2A^+^ PNs (Extended Data Fig. 3-1*A*). This highlights the utility of integrating multiple epigenetic marks to identify strong CIN-specific pRE candidates.

Among the many possibilities we focused on pREs located near two genes: *Arl4d* and *Dlgap1*. Both *Arl4d* and *Dlgap1* mRNA are expressed in the embryonic basal ganglia (the ganglionic eminences), and their expression is downregulated on loss of *Nkx2-1* expression in the medial ganglionic eminence (Sandberg et al., 2016). *Arl4d* expression is also reduced in the basal ganglia of *Dlx1/2* knock-outs (Lindtner et al., 2019). In the adult, *Arl4d* is expressed in many cells throughout the cortex, including CINs most visible in neocortical layer 1 and the hippocampus (Fig. 3*E*). DLGAP1 is expressed at excitatory postsynaptic densities in neurons throughout the forebrain (Fig. 3*E*; Rasmussen et al., 2017). Although both of these genes show widespread expression in forebrain neurons, enhancers are often active in a restricted subset of their target gene’s expression domain (Visel et al., 2013).

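The *Arl4d* pRE amplicon of Table 1 lies at 101696385–101696505 on chromosome 11 of mm10, with the reference sequence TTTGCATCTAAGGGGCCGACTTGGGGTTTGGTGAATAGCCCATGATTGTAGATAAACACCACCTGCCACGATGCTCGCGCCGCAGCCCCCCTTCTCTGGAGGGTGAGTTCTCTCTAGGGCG. It is intergenic, and its centre is 30904 bp from the TSS of *Arl4d* (101665541–101667832, plus strand), which is the nearest TSS of a protein-coding gene. The fragment amplified for cloning with the primers of Table 2 spans 965 bp (101695815–101696779) and holds the SOX core at 101695944–101695949 and 101696268–101696273.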

The *Arl4d* pRE is located ∼30 kb downstream of the *Arl4d* TSS. H3K27ac enrichment was significantly higher in P2 CINs compared with non-CINs (Fig. 3*B*). 

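H3K27ac peaks were called over the *Arl4d* pRE in all 4 lists. The CIN peaks ran from 101695214 to 101697315 in replicate 1 (percentile 95.4, −log10 *q* 15.3) and from 101695271 to 101697209 in replicate 2 (percentile 78.65, −log10 *q* 11.9). The non-CIN peaks ran from 101695835 to 101696807 (percentile 49.9, −log10 *q* 4.82) and from 101695973 to 101696800 (percentile 24.0, −log10 *q* 3.91). The pRE thus lay in a common region of 828 bp by presence and absence. At −log10 *q* of at least 4, the peak of non-CIN replicate 2 was lost. No H3K27me3 list had a peak at the pRE or in the cloned fragment.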

The locus also contains TF binding peaks for DLX2, LHX6, and NKX2-1 and had ATAC-seq peaks in adult PV CINs but not in VIP CINs or PNs (Fig. 3*B*). The *Dlgap1* pRE is located within its first intron. This locus showed modest enrichment of H3K27ac in P2 CINs (called in one replicate, see Extended Data Fig. 3-2*B*), as well as binding peaks for DLX2, LHX6, and NKX2-1 in embryonic basal ganglia (Fig. 3*C*). 

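The *Dlgap1* pRE amplicon of Table 1 is the 81 bp at 70487157–70487237 on chromosome 17 of mm10, with the reference sequence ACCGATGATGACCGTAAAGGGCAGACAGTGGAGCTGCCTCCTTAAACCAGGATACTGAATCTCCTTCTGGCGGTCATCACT. The intron around it (70424889–70515953) is intron 1 of a *Dlgap1* transcript that starts at 70424794. In transcripts that start at 69969073, 69969402 and 69969246 it is intron 4, 4 and 5. The fragment amplified for cloning (70486090–70487330, 1241 bp) holds a DLX core at 70486191–70486196, SOX cores at 70486340–70486345 and 70486558–70486563 and a MEIS core at 70487050–70487055.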

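The H3K27ac peak of CIN replicate 1 ran from 70486600 to 70487220, at percentile 56.1 of its list and −log10 *q* 4.90. It covered 64 bp of the amplicon and 50.0% of the cloned fragment. CIN replicate 2 and both non-CIN replicates had no H3K27ac peak there, and no list had an H3K27me3 peak, so the locus was in none of the HC sets.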

Both the *Arl4d* and *Dlgap1* pREs also overlapped with vertebrate conserved elements predicted by phastCons, suggesting their activity could translate across species.

H3K27ac enrichment was further validated by ChIP-qPCR. *I12b*, the *Arl4d* pRE, and the *Dlgap1* pRE all showed relative enrichment in CINs versus non-CINs (Extended Data Fig. 1-1*C*). The magnitude of enrichment was similar for the three REs, although it was not significant by one-sample *t* test (*p *>* *0.05).

Many further candidate CIN pREs were identified based on these integrated epigenetic data. 

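H3K27ac and H3K27me3 were called as follows around the CIN-expressed genes *Gad1*, *Slc32a1*, *Htr3a*, *Maf* and *Sst*, in windows from 5 kb upstream of the TSS to the end of the gene. The broad H3K27ac peak of *Gad1* in CIN replicate 1 ran from 70557642 to 70569185. It met the 219 bp peak of non-CIN replicate 1 (70568394–70568612), so *Gad1* had no CIN-only region. *Slc32a1* (chromosome 2, 158610767–158615748) had 2 CIN-only regions, one upstream of the TSS (158606193–158610313) and one in the gene (158611006–158611378), and no H3K27ac peak in non-CINs. At *Htr3a* (chromosome 9, 48899213–48911099), 717 bp in CIN replicate 1 and 248 bp in CIN replicate 2 were under H3K27ac peaks, at percentiles of 21.4 and 13.2 at most. These peaks did not overlap between replicates and were lost at −log10 *q* of at least 4. *Maf* (chromosome 8, 115682942–115707794) had an H3K27ac peak in all 4 lists, with 975 and 1155 bp covered in CINs and 2105 and 1138 bp in non-CINs. *Sst* (chromosome 16, 23889573–23890958) had no H3K27ac peak in any list. H3K27me3 peaks were called in all 4 lists of that mark at *Slc32a1*, *Maf* and *Sst*, and in none at *Htr3a*. Peaks outside these windows were not counted, so the calls cannot decide about pREs that lie farther from these genes.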

Several examples found near the CIN-expressed genes *Gad1*, *Slc32a1* (*Vgat*), *Htr3a*, *Maf*, and *Sst* are shown in Extended Data Figure 3-1*B–F*. 

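At mouse *Syn1* (chromosome X, 20860511–20921004, minus strand), the TSS (20921004) lay in an H3K27ac peak of CIN replicate 1 (20920407–20921530, percentile 59.6). A peak of non-CIN replicate 1 (20920586–20920944, percentile 43.6) ended inside the gene and did not reach the TSS. Replicate 2 of each population had none in the gene or in the 5 kb upstream. H3K27me3 peaks lay near the start of the gene in replicate 2 of each population, over 803 bp in CINs and 430 bp in non-CINs, and in neither replicate 1.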

The epigenetic signature at the mouse *Syn1* promoter, homologous to the human region used as a control RE active in PNs (see CIN RE AAVs preferentially label PV-positive neurons in the mPFC), did not contain any HC H3K27ac peaks or called TF binding peaks but was highly accessible in PV and VIP CINs as well as in PNs by ATAC-seq (Fig. 3*D*).

### Physiologic properties of neurons targeted by the RE AAVs

CINs can be classified into diverse subclasses based on molecular markers, morphology, circuit function and electrophysiological properties (Kepecs and Fishell, 2014; Tremblay et al., 2016). To test whether our candidate pREs (*Arl4d_RE* and *Dlgap1_RE*) can be used to generate viral tools for the observation and manipulation of physiologically distinct subpopulations of CINs, we made AAV constructs using these pREs to drive expression of a channelrhodopsin-enhanced YFP fusion protein (ChR2-EYFP). The resulting AAVs (AAV-Arl4d-ChR2-EYFP and AAV-Dlgap1-ChR2-EYFP) and a previously characterized RE AAV (AAV-I12b-ChR2-EYFP; Cho et al., 2015) were injected into the deep layers of the mPFC.

We obtained current clamp recordings from transduced layer 5 neurons, identified by EYFP expression (Extended Data Fig. 4-1*A*). Reliable short latency (<10 ms) firing in response to flashes of blue light (470 nm) was used to validate AAV-mediated ChR2 expression in the recorded EYFP^+^ CINs (Extended Data Fig. 4-1*E*). Notably, the RE AAVs specifically targeted CINs and not PNs in layer 5 of the mPFC, as optogenetic stimulation of RE AAV-labeled neurons elicited robust IPSCs in EYFP negative layer 5 PNs, which were completely blocked by bath application of 10 μm gabazine (GABA_A_ receptor antagonist; Extended Data Fig. 4-1*F*).

To determine whether different RE AAVs differentially target CINs with distinct physiological properties, recorded cells were classified as either fast spiking or regular spiking based on their firing output and AP properties (Extended Data Fig. 4-1*B–D*). This analysis showed that a large proportion of CINs targeted by AAV-Arl4d-ChR2-EYFP had fast-spiking properties (11/13 neurons; Fig. 4*A*). Specifically, the fast-spiking CINs targeted by AAV-Arl4d-ChR2-EYFP had shorter AP half-width, large fAHP amplitude, low SFA and high peak firing frequency in comparison to the smaller proportion of EYFP^+^ regular-spiking CINs (Extended Data Fig. 4-1*E–I*). Similar to the transduction specificity of AAV-Arl4d-ChR2-EYFP, a large proportion of AAV-I12b-ChR2-EYFP labeled CINs also had fast-spiking physiological properties (9/12 neurons; Fig. 4). In contrast, AAV-Dlgap1-ChR2-EYFP labeled a larger proportion of regular-spiking CINs (7/12 neurons) than fast-spiking CINs (5/12 neurons; Fig. 4). Overall, the proportions of regular versus fast-spiking CINs transduced by AAV-Arl4d-ChR2-EYFP versus AAV-Dlgap1-ChR2-EYFP were significantly different (*p *=* *0.0414, Fisher’s exact test).

**Figure 4.**
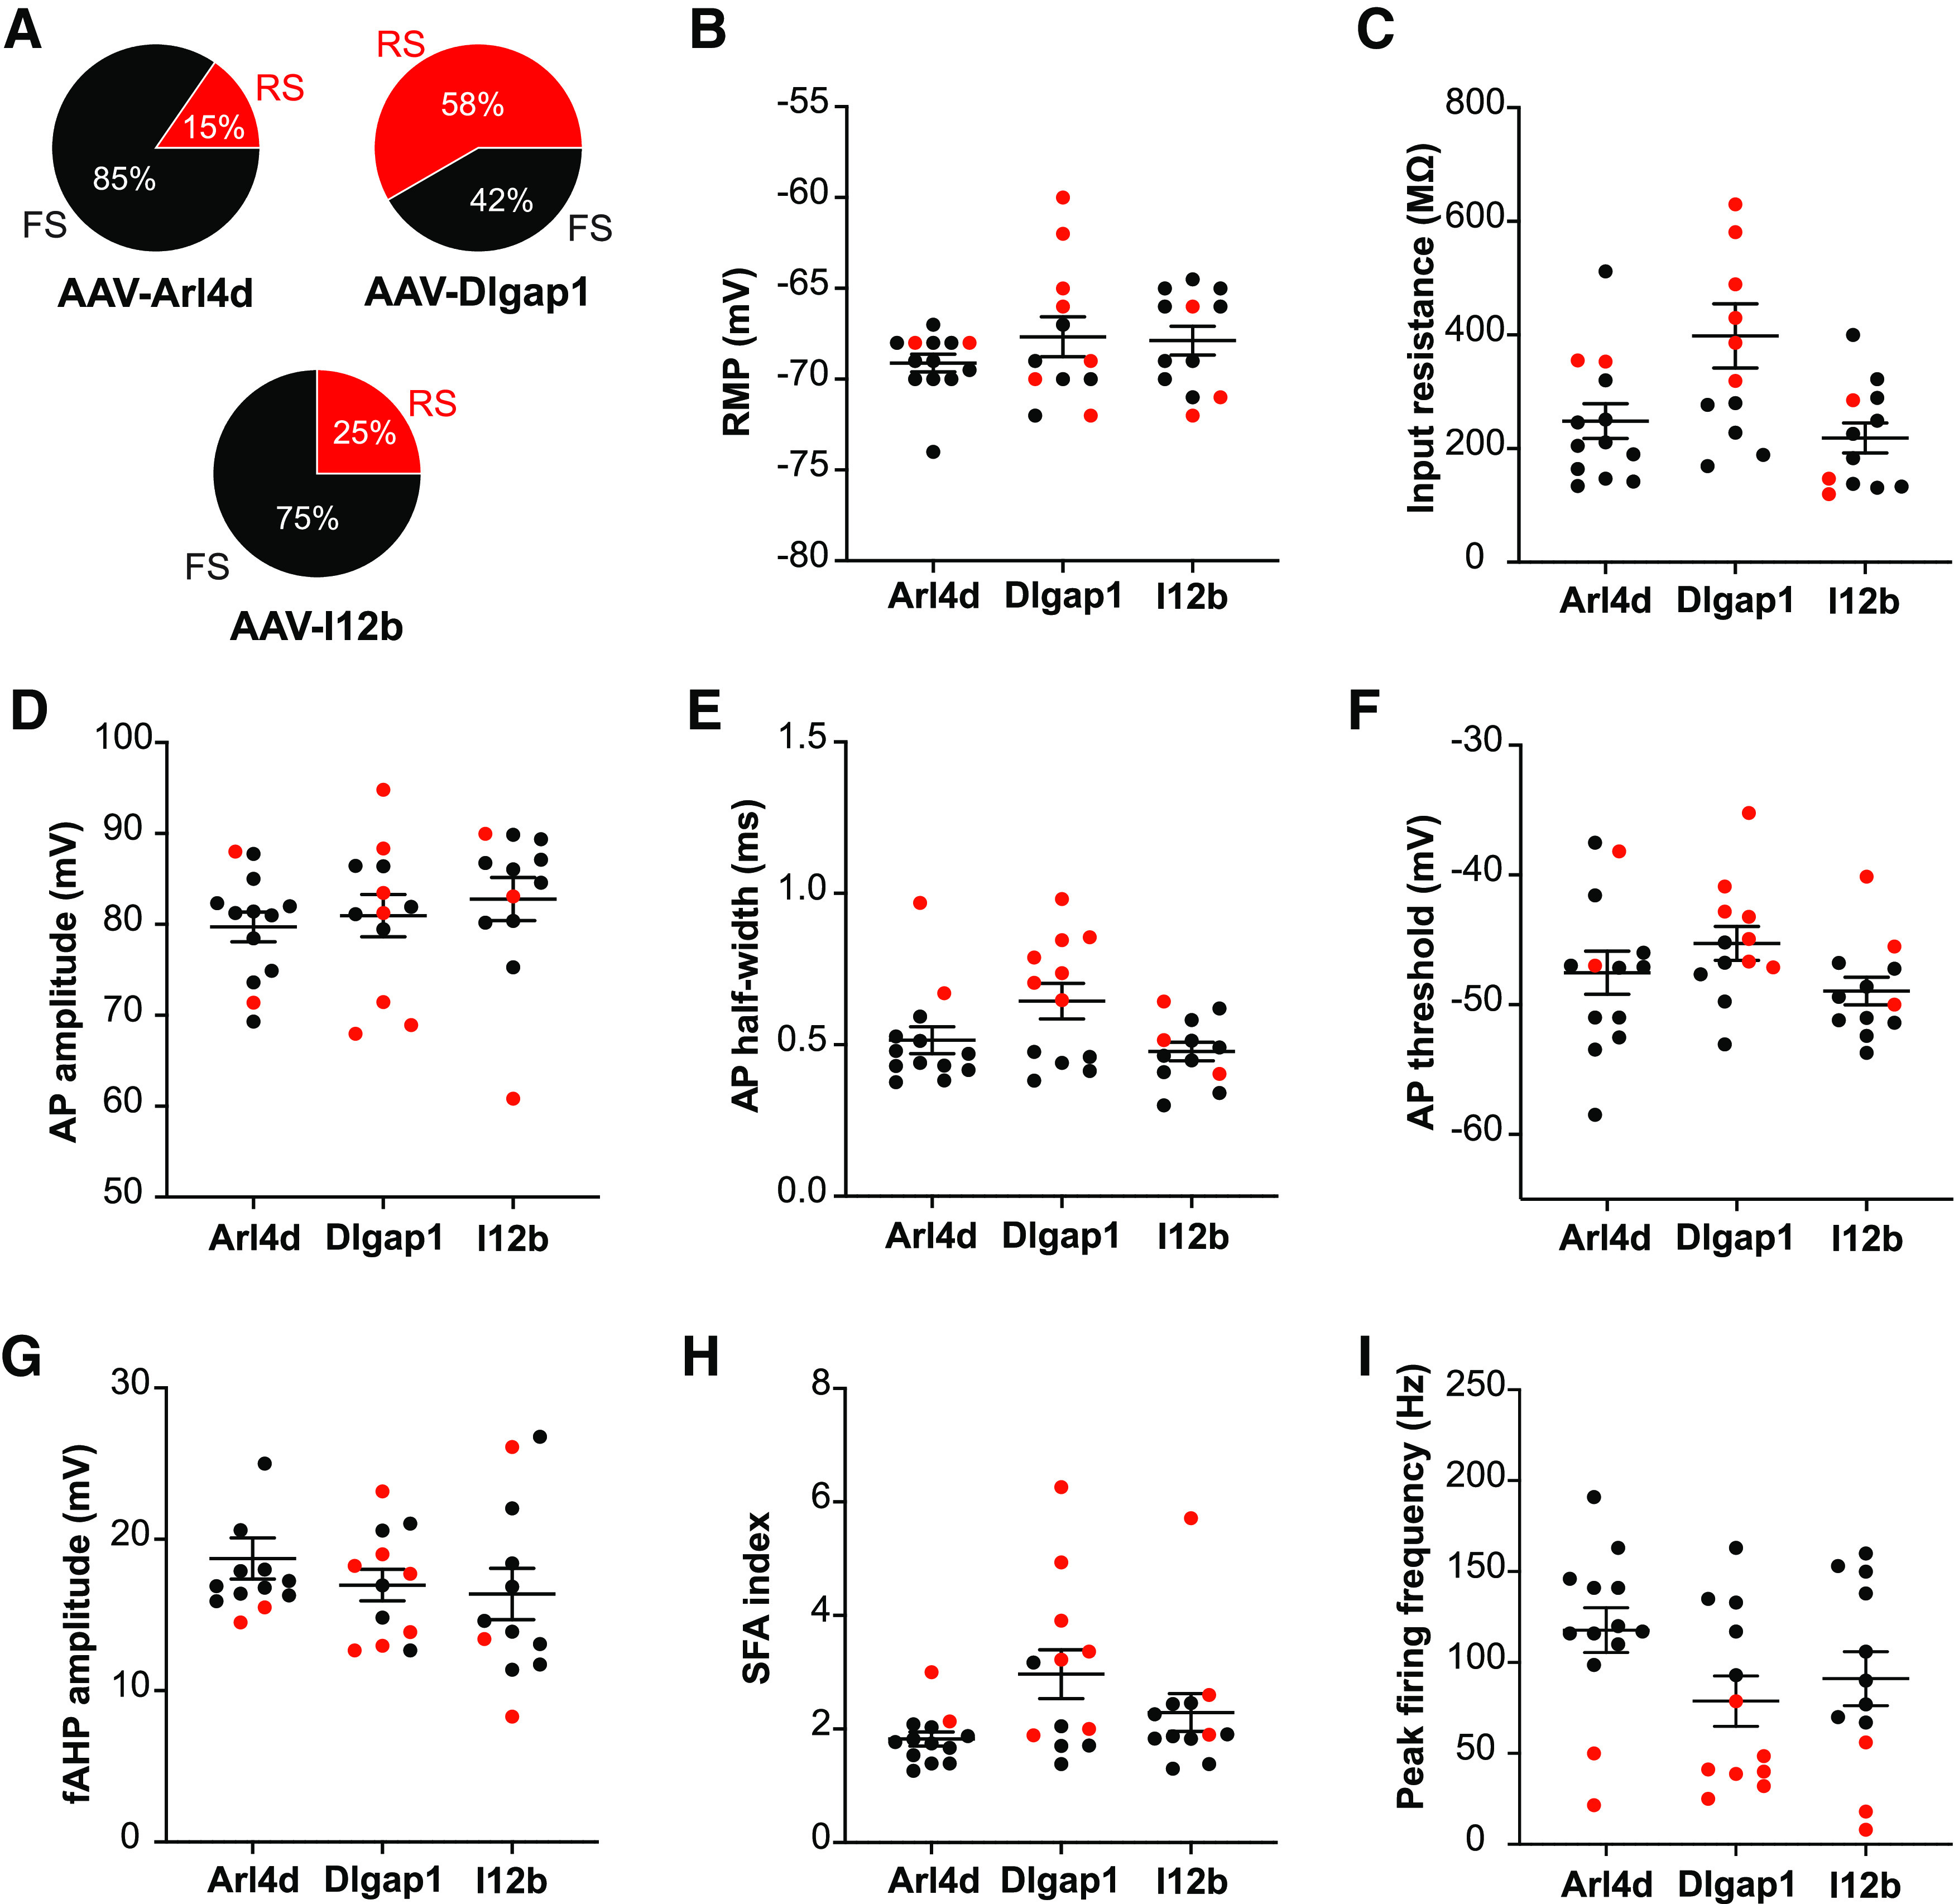
Electrophysiological properties of CINs targeted by AAV-Arl4d, AAV-Dlgap1, and AAV-I12b. ***A***, Pie charts showing the percentages of fast-spiking (FS) and regular-spiking (RS) CINs targeted by the different pREs. AAV-Arl4d-ChR2-EYFP: 11/13 FS, 2/13 RS; AAV-Dlgap1-ChR2-EYFP: 5/12 FS, 7/12 RS; AAV-I12b-ChR2-EYFP: 9/12 FS, 3/12 RS. ***B–I***, Subthreshold, AP, and firing properties of the layer 5 CINs targeted by the enhancer AAVs. Black dots denote FS CINs, and red dots denote RS CINs. Data are shown as mean ± SEM. Additional methodology and *post hoc* immunolabeling of recorded cells is shown in Extended Data Figure 4-1.

10.1523/ENEURO.0211-20.2020.f4-1 Extended Data Figure 4-1 Electrophysiological characterization of layer 5 CINs targeted by RE-AAVs. ***A***, DIC and fluorescent images showing that EYFP^+^ layer 5 CINs in mPFC were targeted during patch clamp recordings. Scale bar: 25 µm. ***B***, Example voltage traces in response to subthreshold current injections (–50 to +50 pA, top) and to suprathreshold current injections (250 and 375 pA) in an EYFP^+^ fast-spiking (FS) CIN. ***C***, Same as ***B*** for an EYFP^+^ regular-spiking (RS) CIN. ***D***, Example voltage traces showing single APs recorded from EYFP^+^ FS and RS CINs. ***E***, left, Recording configuration showing that current clamp recordings were obtained from layer 5 EYFP^+^ CINs. Right, APs were reliably elicited in EYFP^+^ CINs in response to blue light (470 nm) flashes during patch clamp recordings. ***F***, left, Recording configuration showing that voltage clamp recordings (+10 mV) were obtained from EYFP-negative layer 5 PNs. IPSCs (black trace) were recorded in PNs in response to blue light flashes. Currents were completely blocked by application of gabazine (10 µm). ***G***, Representative images of *post hoc* labeling for biocytin, PV, and EYFP in recorded cells for each enhancer AAV injection. Arrows indicate PV^+^ recorded cells and open arrowhead indicates a PV^–^ recorded cell. Scale bar: 25 µm. ***H***, Pie charts showing the percentages of biocytin-labeled FS and RS CINs expressing PV by *post hoc* labeling. Some cells were not recovered after patching. Number of cells of each type is indicated. Download Figure 4-1, tif file.

Since fast-spiking physiological properties are associated with CINs that express PV (Kawaguchi et al., 1987; Rudy et al., 2011), we immunostained for PV expression in a subset of recorded EYFP^+^ neurons (Extended Data Fig. 4-1*G*,*H*). In line with the increased targeting of fast-spiking CINs by AAV-Arl4d-ChR2-EYFP and AAV-I12b-ChR2-EYFP, a large proportion of EYFP^+^ CINs transduced with these enhancer AAVs expressed PV (Arl4d: 5/5 labeled neurons; I12b: 8/12 labeled neurons). Surprisingly, many AAV-Dlgap1-ChR2-EYFP-labeled neurons also expressed PV (7/8 neurons; Fig. 4*A*; Extended Data Fig. 4-1*G*,*H*).

### CIN RE AAVs preferentially label PV-positive neurons in the mPFC

To further characterize the molecular identity of the RE AAV-labeled neurons, we injected the AAV-RE-ChR2-EYFP viruses into the mPFC of adult *I12b-Cre;Ai14* mice, in which the majority of CINs are labeled by tdTomato reporter expression (Extended Data Fig. 5-1*B*; Potter et al., 2009). As an additional control virus, we used AAV-hSyn-ChR2-EYFP, which labels both PNs and CINs. After seven to eight weeks, we performed immunohistochemistry (IHC) for EYFP and CIN subtype markers SST, PV, and VIP (Fig. 5*A*). Marker and EYFP colocalization was assessed in the mPFC of 2–3 bilaterally injected animals, compiled from three to four rostrocaudal sections from each animal (Extended Data Fig. 5-1*A*).

**Figure 5.**
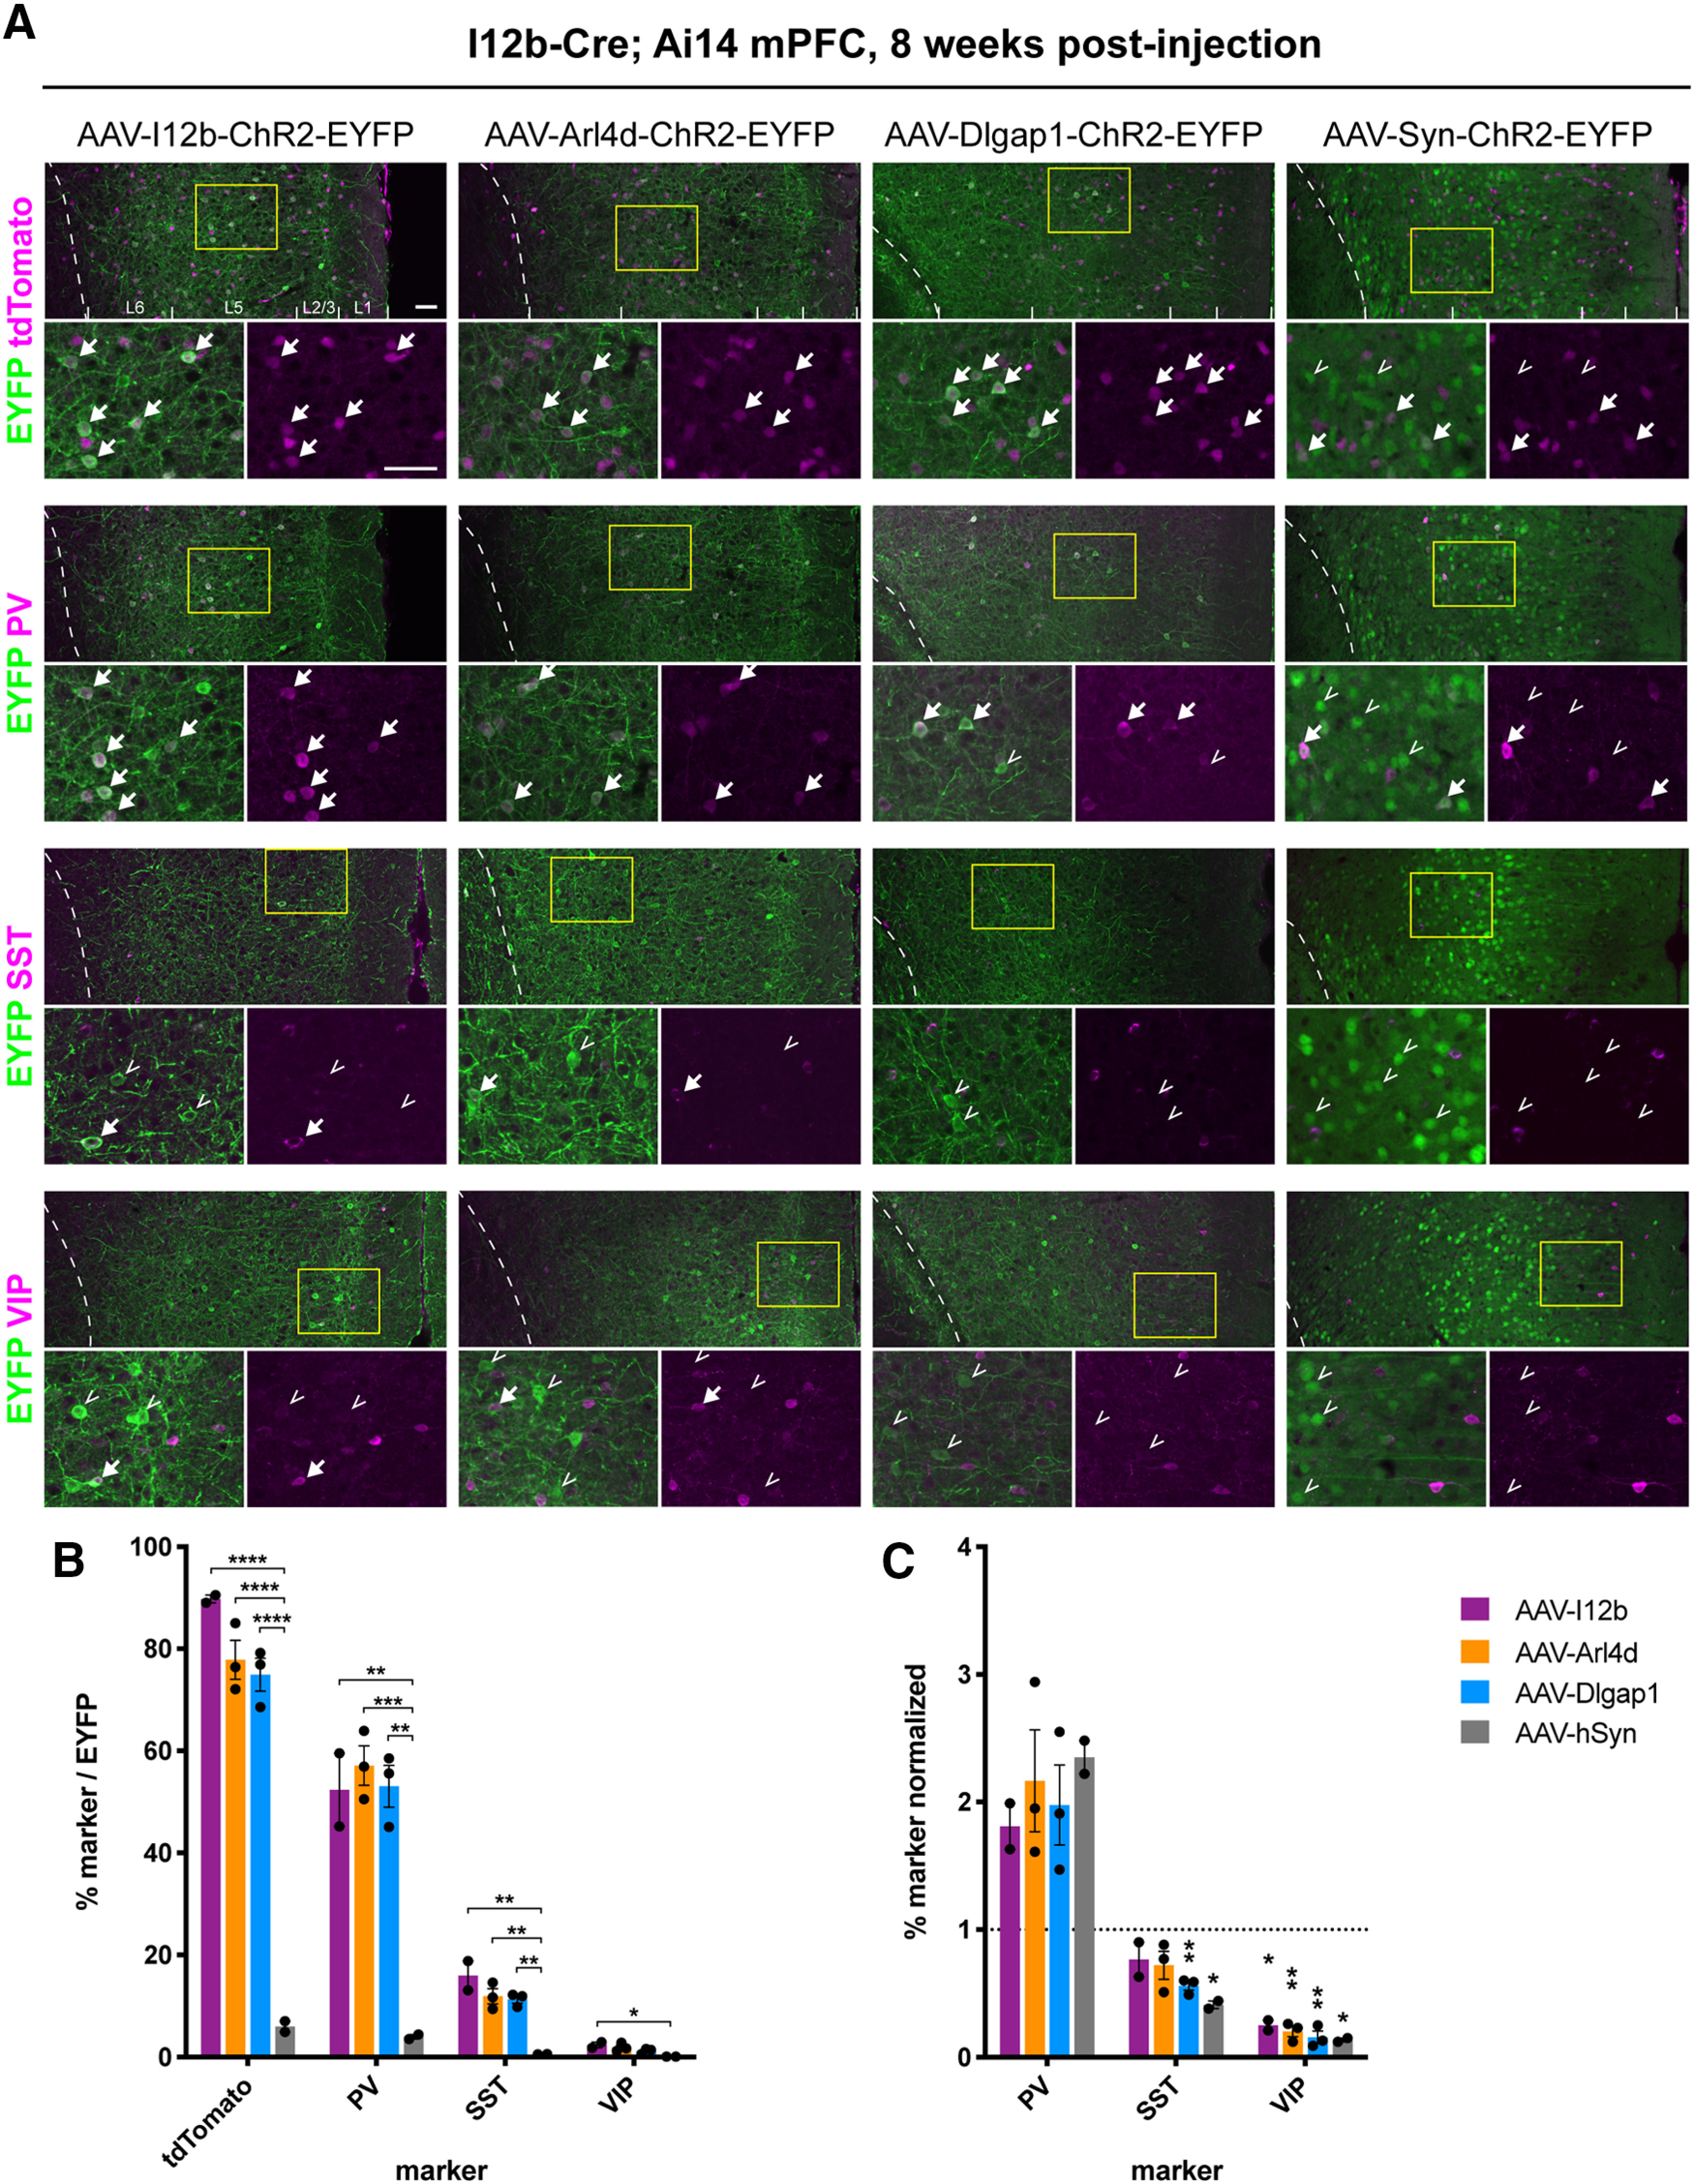
IHC characterization of CINs targeted by RE-AAVs injected into adult *I12b-Cre*; *Ai14* mPFC. ***A***, Single confocal planes showing colocalization of EYFP from the RE-AAVs with endogenous tdTomato and CIN subtype markers PV, SST, and VIP within the mPFC. tdTomato expression from the *I12b-Cre; Ai14* reporter line marks most CINs. Dotted white lines indicate border between cortical layer 6 and corpus callosum, and approximate layer markings are shown in the low-magnification tdTomato panels (top). Yellow boxes indicate areas shown at high magnification. Arrows indicate EYFP^+^, marker^+^ cells; open arrowheads indicate EYFP^+^ only cells. Scale bars: 50 µm. (tdTomato and PV images are from the same section for each animal.) ***B***, Quantification of the % of EYFP^+^ cells targeted by the RE AAVs that express tdTomato and the CIN subtype markers PV, SST, and VIP. One-way ANOVA (tdTomato: I12b vs hSyn, Arl4d vs hSyn, Dlgap1 vs hSyn; ****p <* *0.0001); (PV: I12b vs hSyn, **p =* *0.0018; Arl4d vs hSyn, ***p =* *0.0007; Dlgap1 vs hSyn, **p =* *0.0010); (SST: I12b vs hSyn, **p =* *0.0025; Arl4d vs hSyn, **p =* *0.0074; Dlgap1 vs hSyn, **p =* *0.0097); (VIP: I12b vs hSyn, *p =* *0.0488). ***C***, % of EYFP^+^ cells expressing CIN subtype markers normalized to the abundance of each subtype. Values used for normalization are summarized in Extended Data Figure 4-1*C*. A one-sample *t* test was used to determine significant difference of normalized values from 1 (SST: AAV-Dlgap1, **p =* *0.0063; AAV-hSyn *p =* *0.0323; VIP: AAV-I12b, *p =* *0.0339; AAV-Arl4d, **p =* *0.0028; AAV-Dlgap1, **p =* *0.0032; AAV-hSyn, *p =* *0.0110). Data are shown as mean ± SEM, as well as individual values for each animal. Non-significant *p* values not shown. Quantification of EYFP and marker colocalization broken down by rostro-caudal level is shown in Extended Data Figure 5-1*D–F*.

10.1523/ENEURO.0211-20.2020.f5-1 Extended Data Figure 5-1 IHC characterization of CINs targeted by RE-AAVs by rostrocaudal level of the mPFC of *I12b-Cre; Ai14* mice. ***A***, Coronal schematics of the sections ***A–D*** used for histology. Counts were taken from the areas highlighted in yellow. Cg, cingulate cortex; PrL, prelimbic cortex; IL, infralimbic cortex; VO, ventral orbital cortex; MO medial orbital cortex; DP, dorsal peduncular cortex; CPu, caudate putamen (striatum); cc, corpus callosum. Adapted from Paxinos and Franklin (2001). ***B***, Quantification of % coverage of the three main CIN subtypes by endogenous tdTomato expression in the mPFC of *I12b-Cre*; *Ai14* mice. Similar coverage of CIN populations by GFP in *I12b-Cre*; *Z/EG* somatosensory cortex was reported previously (Potter et al., 2009). ***C***, Quantification of the abundance of PV, SST, and VIP CINs as % of tdTomato^+^ cells in the mPFC of *I12b-Cre*; *Ai14* mice. ***D***, Quantification of the % of EYFP-positive cells targeted by the RE AAVs that are CINs, i.e., label for endogenous tdTomato. ***E***, Quantification of the % of EYFP-positive cells targeted by the RE AAVs that express the CIN subtype markers PV, SST, and VIP. Counts are shown separated by rostro-caudal levels ***A–D***. ***F***, % of EYFP-positive cells expressing CIN subtype markers normalized to the abundance of each subtype (% marker/EYFP divided by % marker/tdTomato), separated by rostro-caudal levels ***A–D***. Data are shown as mean ± SEM, as well as individual values for each animal. Download Figure 5-1, EPS file.

AAV-I12b-ChR2-EYFP reporter expression was restricted to GABAergic CINs as previously described (Cho et al., 2015); 90% of EYFP^+^ cells co-expressed tdTomato (Fig. 5*B*), despite CINs accounting for only ∼20% of the neurons in the cortex. In line with our electrophysiological characterization, AAV-Arl4d-ChR2-EYFP and AAV-Dlgap1-ChR2-EYFP also drove EYFP expression predominantly in CINs; EYFP cells were 78% and 75% tdTomato^+^, respectively (Fig. 5*B*). As expected, AAV-hSyn-ChR2-EYFP reporter expression was seen in many more PNs than CINs, and only 6% of EYFP^+^ cells were positive for tdTomato. The pattern of EYFP labeling produced by AAV-hSyn-ChR2-EYFP was significantly different from the CIN-restricted expression of the other three viruses (I12b vs hSyn, Arl4d vs hSyn, and Dlgap1 vs hSyn: ****p <* *0.0001; one-way ANOVA with Tukey’s correction for multiple comparisons).

We then immunostained with the CIN markers PV, SST, and VIP to determine whether our RE AAVs target specific subtypes of CINs. EYFP^+^ cells labeled by AAV-Arl4d-ChR2-EYFP and AAV-Dlgap1-ChR2-EYFP were 57% and 53% PV^+^, respectively, while AAV-I12b-ChR2-EYFP-labeled cells were 52% PV^+^ (Fig. 5*B*). SST-expressing neurons accounted for 11–16% of the EYFP^+^ cells and VIP-expressing neurons made up <3% of EYFP^+^ cells for all three CIN viruses (Fig. 5*B*). The majority of AAV-Syn-ChR2-EYFP-labeled cells were PNs and thus did not colocalize with PV, SST, or VIP. Counts separated by rostro-caudal position are shown in Extended Data Figure 5-1*D–F*.

To determine whether any of the RE AAVs preferentially label PV^+^ CINs, EYFP-CIN marker colocalization was normalized to the percent of marker^+^ CINs out of the total tdTomato^+^ CIN count in the same section (Fig. 5*C*; Extended Data Fig. 5-1*C*). AAV-I12b-ChR2-EYFP, AAV-Arl4d-ChR2-EYFP and AAV-Dlgap1-ChR2-EYFP-labeled populations were 1.8–twofold enriched for PV^+^ CINs compared with the overall CIN population, although this enrichment was not significant. SST CINs were significantly underrepresented in the EYFP^+^ population labeled by AAV-Dlgap1-ChR2-EYFP (*p *=* *0.0063, one-sample *t* test), and VIP CINs were underrepresented in the populations labeled by all three CIN viruses (I12b, *p *=* *0.0339; Arl4d, *p *=* *0.0028; Dlgap1, *p *=* *0.0032). This suggests some degree of preferential labeling of PV^+^ CINs by all three viruses.

### RE AAV-driven expression in a CIN-dependent behavioral task: rule shift

We next investigated the function of CINs targeted by the *Arl4d* pRE using a cognitive flexibility assay in which mice learn a “rule shift.” This task requires mice to choose between bowls using odor-based or texture-based cues to find hidden food rewards and then shift from an odor-based rule to a texture-based one, or vice versa. These rule shifts depend on prefrontal γ oscillations, which are believed to be generated by fast-spiking PV^+^ CINs (Cardin et al., 2009; Sohal et al., 2009; Cho and Sohal, 2014; Cho et al., 2015).

In this study we took advantage of *Dlx5/6*^+/−^ mice, which have abnormal PV CIN physiology, decreased task-evoked γ oscillations, and fail to suppress perseverative responses during rule shifts (Cho et al., 2015). It was previously shown that optogenetic stimulation of mPFC CINs using AAV-I12b-ChR2-EYFP can completely normalize rule-shift performance in *Dlx5/6*^+/−^ mice. This effect occurs when stimulation is delivered at γ frequencies (40 or 60 Hz; Cho et al., 2015). Therefore, we tested whether another RE AAV that preferentially targets fast-spiking PV CINs, AAV-Arl4d-ChR2-EYFP, can also produce ChR2 expression that rescues rule-shift performance in *Dlx5/6*^+/−^ mice (Fig. 6*A*). On day 1, we assayed rule-shift performance in the absence of optogenetic stimulation to quantify baseline performance of these mutant mice. As expected, the mice were specifically impaired during the rule-shift portion of the task, making a large number of perseverative errors (Fig. 6*B*,*C*). The number of trials to criterion and perseverative errors were very similar to previously published results for adult *Dlx5/6*^+/−^ mice (Cho et al., 2015). Strikingly, delivery of optical stimulation at 40 Hz on day two dramatically improved rule-shift performance compared with day 1 in *Dlx5/6*^+/−^ mice and significantly reduced the number of perseverative errors (Fig. 6*B*,*C*). The improvements were comparable to those seen with stimulation after injection of AAV-I12b-ChR2-EYFP in the *Dlx5/6*^+/−^ mutant mice, whereas stimulation following injection of mock AAV (AAV-I12b-mCherry) did not rescue this behavioral deficit (Cho et al., 2015).

**Figure 6.**
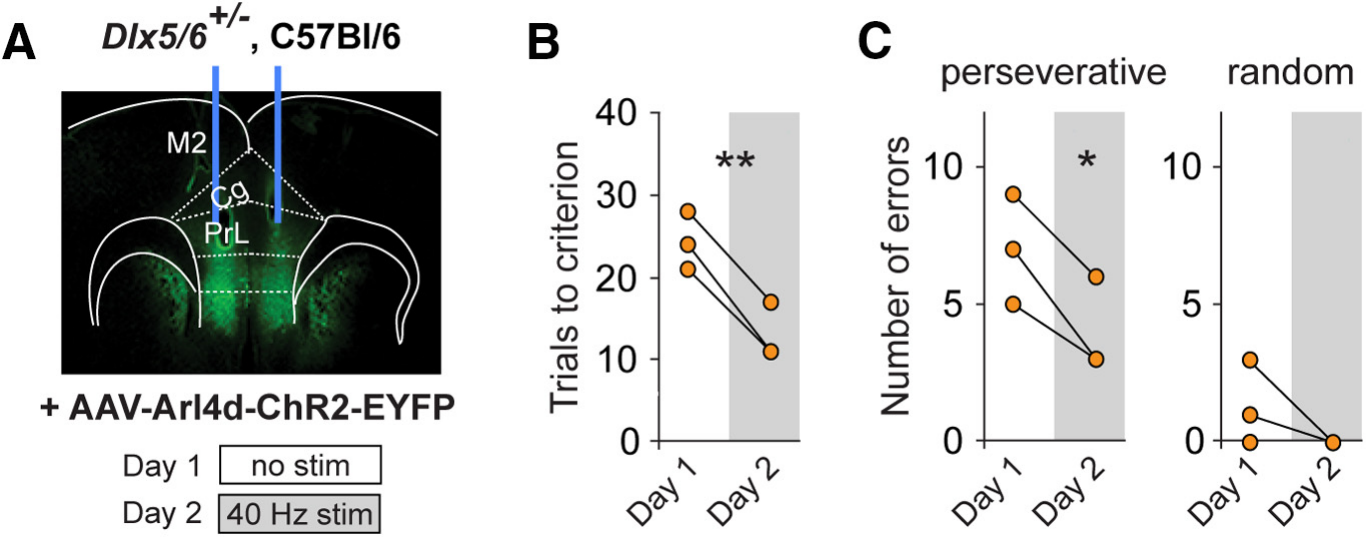
Optogenetic stimulation of AAV-Arl4d-ChR2-EYFP-transduced neurons improves cognitive flexibility in *Dlx5/6*^−/−^ mice. ***A***, *Dlx5/6*^+/−^ mice (*n* = 3) had bilateral AAV-Arl4d-ChR2-EYFP injections and fiber-optic implants into the mPFC. Low-magnification image of EYFP expression after bilateral injection of AAV-Arl4d-ChR2-EYFP. Experimental design: day 1: no stimulation; day 2: 40-Hz stimulation during the rule-shift portion of the task. ***B***, 40-Hz stimulation on day 2 rescues rule-shift behavior in mutant mice (*t*_(2)_ = 12.85, **p =* *0.006). ***C***, 40-Hz stimulation on day 2 decreased the number of perseverative errors compared with no stimulation on day 1 (*t*_(2)_ = 5.196, *p =* *0.035). There was no change in random errors (*t*_(2)_= 1.512, *p *=* *0.2697). Two-tailed, paired *t* tests were used. Individual values for each animal are shown.

## Discussion

Elegant combinatorial transgenic approaches have made it possible to study the functions of defined cell populations *in vivo* in mice, including for subtypes of CINs (Dymecki et al., 2010; Taniguchi et al., 2011; He et al., 2016). However, these approaches cannot be easily adopted across species. The number of cell populations that can be independently accessed in the same animal is also limited with these approaches.

AAV targeting strategies have been lauded as an alternative to overcome these obstacles and to facilitate translation to human genetic therapies, but the lack of AAVs that can target specific cell types remains a significant impediment to realizing these goals within the heterogeneous cellular environment of the brain (Betley and Sternson, 2011). Here we have reported two novel REs (*Arl4d_RE* and *Dlgap1_RE*) that can be used to drive CIN expression of reporter and effector genes using the AAV delivery system. We also identified nearly three thousand CIN-specific pREs genome wide, providing a starting point for the development of further tools for CIN functional studies.

AAV vectors are restricted in their genomic carrying capacity, which limits the lengths of sequences that can be used to direct the expression of reporters and effectors. Several attempts have been made to use short promoter sequences from neuronal marker genes. This strategy has been successful for pan-neuronal or pan-excitatory neuron targeting with a variety of viral vectors, but less successful for labeling subtypes of neurons, including CINs (Kügler et al., 2003a,b; Dittgen et al., 2004; Nathanson et al., 2009a; Sohal et al., 2009). Distal REs (enhancers) can also be short enough to be used in AAV vectors. REs can drive cell-type-specific expression within the developing forebrain (Visel et al., 2013; Pattabiraman et al., 2014; Silberberg et al., 2016), and REs of the *Dlx* genes have been used in AAV to successfully target CINs in adult mice (Lee et al., 2014a,b; Cho et al., 2015; Dimidschstein et al., 2016; Mehta et al., 2019). Thus, we sought to identify REs that could show specific activity within CIN subtypes.

### Epigenetic screen for candidate CIN enhancers

We first generated a genome-wide list of pREs likely to be active in immature CINs using an epigenomic approach. We leveraged genetic GFP labeling of immature CINs to purify these neurons before performing ChIP-seq for active (H3K27ac) and repressive (H3K27me3) histone modifications. By performing histone modification ChIP-seq on the non-CIN population in parallel, we were able to identify pREs likely to be not only active in CINs, but also specific to CINs compared with PNs and other cortical cells such as astrocytes. This served as a starting point for identifying cell type-specific pREs. We then combined this with a directed “candidate gene” based approach looking for pREs near genes expressed in CINs. Finally, we integrated our H3K27ac histone ChIP-seq data with published epigenomic datasets from embryonic (TF ChIP-seq) and adult (ATAC-seq) CINs to increase the likelihood that these candidate pREs would be active across CIN developmental stages.

Other groups have taken a similar approach using mainly chromatin accessibility data from ATAC-seq experiments to identify REs for use in AAV targeting CINs (Hrvatin et al., 2019; Mich et al., 2020; Vormstein-Schneider et al., 2020). Candidate regions with enrichment of H3K27ac are likely to give a better success rate than accessible regions determined by ATAC-seq alone because H3K27ac is a more specific mark of active enhancers. This makes our dataset a valuable resource for others seeking to identify additional CIN-specific REs.

One of the main drawbacks of using a genome-wide screen to identify pREs is that it may identify many false positives, as individual epigenetic markers are not sufficient to prove that a locus will function in the cell type under investigation (Nord et al., 2015; Hrvatin et al., 2019; Mehta et al., 2019; Mich et al., 2020; Vormstein-Schneider et al., 2020). However, we postulated that by integrating multiple sources of data we could increase our confidence in the candidate pREs. Thus, we combined our H3K27Ac screen with previously published DLX2, LHX6, and NKX2-1 TF ChIP-seq (Sandberg et al., 2016; Lindtner et al., 2019) to help identify enhancers active in developing CINs. This, however, still does not ensure activity in adult CINs in the absence of further testing.

In addition, H3K27ac enrichment in the CIN population compared with the non-CIN population does not guarantee complete specificity of RE activity to CINs. The non-CIN population is highly heterogeneous, thus a pRE active in CINs and a minority non-CIN cell type, e.g., a subtype of PN, may not show significant enrichment in the non-CIN bulk sample. Any screen will inevitably produce false negatives as well. Sample quality and sequencing depth may affect how many false negatives are produced.

Another consideration is the fact that genomic context can affect expression; even if endogenously active REs are accurately identified, their activity could be altered in heterologous systems such as extrachromosomal AAV vectors. A recent study compared REs in AAVs and transgenic mouse lines to drive expression in glutamatergic cells of the entorhinal cortex and found that only half of the tested AAVs targeted cells in a similar pattern to the corresponding transgenic line (Nair et al., 2020). Despite improvements in computational RE prediction methods, this is likely to mean that individual candidates will continue to need empirical testing. An elegant, recently published method addresses the testing bottleneck by combining massively parallel reporter assays with single-nucleus RNA-seq to test hundreds of candidate enhancer AAVs in a single animal (Hrvatin et al., 2019). They found that a small fraction of tested sequences drove SST^+^ CIN-specific expression as predicted from chromatin accessibility signatures.

Finally, because we used the entire neonatal CIN population (purified from *Gad67-GFP* mice) for H3K27ac ChIP-seq, our screen may not efficiently identify REs whose activity is specific to individual adult CIN subtypes. Our approach can be extended to improve on this by using, for example, sorted CINs from *SST-Cre*, *PV-Cre*, and *VIP-Cre* transgenic animals as has been done for ATAC-Seq (Mo et al., 2015). The major hurdle to this is obtaining sufficient numbers of cells for histone modification ChIP-Seq, which generally requires at least ∼100,000 cells. However, new methods such as CUT&RUN and CUT&TAG are improving the ability to perform epigenetic analyses with cell numbers in the 100–1000 s (Skene and Henikoff, 2017; Skene et al., 2018; Kaya-Okur et al., 2019).

### Discovery of two new CIN-specific REs

We have shown that our two selected candidate pREs, *Arl4d* and *Dlgap1*, can drive robust expression when placed in AAV vectors. The strength of reporter expression and specificity to the GABAergic population are comparable to AAV using the well-characterized *I12b* RE.

Our slice physiology experiments demonstrated that *Arl4d* and *I12b* pRE-driven EYFP is predominantly expressed in fast-spiking CINs. In addition, we have shown that AAV-Arl4d-ChR2-EYFP can rescue behavioral deficits linked to reduced fast-spiking activity in *Dlx5/6*^+/−^ mutants through optogenetic stimulation. Thus, these RE AAVs can drive channelrhodopsin expression at sufficient levels for functional/behavioral studies, which can sometimes be a problem with AAVs targeting specific cell types (Sohal et al., 2009). This demonstrates the wide-ranging utility of our RE AAVs for the neuroscience community.

We also showed that AAV-Dlgap1-ChR2-EYFP-targeted cells were more likely to exhibit regular-spiking than fast-spiking properties in slice physiology experiments. This suggests that specificity for different physiologically defined CIN types might be achievable by selecting different REs. In particular, *Dlgap1_RE* and *Arl4d_RE* seem to differentially label fast-spiking versus regular-spiking neurons. However, when we assessed this further by immunohistochemistry, we found that all three enhancers preferentially labeled PV-expressing neurons. Thus, additional work will be necessary to parse out the differences in specificity reported using electrophysiological and immunohistological analyses.

One possible explanation for the difference between the electrophysiology results and immunostaining for AAV-Dlgap1-ChR2-EYFP is that some cells could express EYFP more strongly than others. These would likely be the cells chosen for patching. In contrast, immunohistochemistry used antibody labeling for EYFP, which could amplify labeling in weakly expressing cells. Thus, immunohistochemistry may sample a broader population of transduced neurons than electrophysiology experiments that depend on live fluorescence. Along these lines, Mehta et al. (2019) found that the *h12R* enhancer drove expression at high and low levels with a bimodal distribution when they assessed reporter expression by *in situ* hybridization. In addition, fast-spiking properties and PV expression, although highly correlated, do not show a 1:1 relationship (Moore and Wehr, 2013). For example, PV-negative fast-spiking Chandelier cells have been reported in the mPFC (Taniguchi et al., 2013), and PV^+^ CINs with non-fast-spiking properties have also been reported (Blatow et al., 2003). One possibility is that AAV-Dlgap1-ChR2-EYFP may preferentially label regular-spiking PV^+^ cells. Of course, our electrophysiology dataset has a smaller sample size than our immunohistochemistry dataset. As such, the discordance between these two methods may simply represent statistical anomalies in our electrophysiological dataset.

### Future utility of CIN-specific AAVs

AAVs with CIN-specific conserved REs offer a significant advantage over the existing mouse transgenic lines because of the ease of use of these tools across species, including in humans and non-human primates (Dimidschstein et al., 2016; Mehta et al., 2019; Mich et al., 2020; Vormstein-Schneider et al., 2020). In addition, RE AAVs injected in small volumes would facilitate effector protein expression and/or gene knock-out in restricted brain regions, and therefore could be used to uncover the physiology and function of CINs in different cortical regions.

REs could potentially be further engineered by mutation or addition of TF binding sites to increase activity or specificity. The REs described in the present study could also be tested in the context of different AAV serotypes, as the specificity of AAV-driven expression can be affected by the serotype and titer of the virus used (Nathanson et al., 2009b). Overall, we have identified novel CIN specific REs and our study describes methodology for identifying potentially hundreds of additional enhancers that could drive CIN subtype-specific expression in AAV vectors.

How the deposited data were processed for this re-analysis (not part of the article)

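Cortices of *Gad67-GFP* mice at postnatal day 2 were dissociated and sorted into GFP+ cells (CINs) and GFP- cells (non-CINs), and native ChIP was performed for H3K27ac and H3K27me3 in 2 biological replicates of each population. This gives 8 ChIP samples, each with 1 list of broad peaks. The 4 input samples, 2 for each population, entered only through the authors' peak calling. The authors aligned reads to mm10 with BWA *mem*, kept well-mapped reads with samtools and called broad peaks with MACS2 for each replicate against its matched input, with no model and no local background.

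The deposited lists give 4 kinds of value for each peak. The score was computed by the authors' peak caller from the *q* value, as a scaled −log10 *q*. The fold enrichment is the ratio of ChIP to input signal that the authors' peak caller computed for the peak. The −log10 *p* and −log10 *q* values are those of the authors' peak caller, as deposited. None of these is a read count, and each list was already cut at the authors' thresholds. The number of reads behind each list was not used here, so the precision that depth gives to a single peak cannot be stated, and absence of a peak means that none was called. Fold enrichment was turned into a percentile within its own list and was not compared between lists.

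Peaks 500 bp or less apart were merged within each list. HC peaks were the stretches shared by both replicates of a mark and population. CIN-only and non-CIN-only regions were merged peaks with no overlap in the other population's list of the same replicate number that also overlapped between the replicates, and common regions were present in all 4 lists of a mark. The pairing comes from the replicate numbers in the sample labels, and its effect was checked by leaving out the replicate block and by crossing it. There were 4182 CIN-only H3K27ac regions with the replicate block and 4590 without it.

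IDR was fitted as a copula mixture to the log10 fold enrichment of overlapping peaks, from mu 2.6, sigma 1.3, rho 0.8 and *p* 0.7. Overlap of lists was compared with 1000 circular shifts along each chromosome (two-sided permutation test, smallest *p* 0.002). Shares of regions were compared with two-sided Fisher's exact tests, single shares with the genome by exact binomial tests, and H3K27me3 at H3K27ac regions by exact McNemar tests. *p* values were adjusted by the Benjamini-Hochberg method within each family, and intervals are 95% intervals (Wilson's for shares). All of these tests run across regions. With 2 replicates on each side, no exact test across samples can pass 0.05.

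Genes and classes came from the GENCODE vM21 basic annotation, with promoters from 1 kb upstream to 100 bp downstream of a TSS. Motif cores were matched on both strands in 200 bp at the centre of a region. Enhancers were placed by exact match of the primer pairs of Tables 1 and 2 to the mm10 sequence. The genes and enhancers named are all those the paper names for its ChIP-seq data, plus the 5 CIN-only and the 5 non-CIN-only H3K27ac regions with the highest lower percentile of their 2 lists. Some of these are not reported here. Regulatory domains reached 5 kb upstream and 1 kb downstream of a TSS and were extended by up to 1 Mb.

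The calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. They were tested on simulated data. All 40 interval operations equalled those of bedtools 2.31.1. The fitted share of reproducible peaks was 59.2% where 59.5% were simulated, and 4.70% of the 11913 peaks under the IDR threshold were irreproducible. All 1006 planted CIN-only and 542 planted non-CIN-only regions were recovered, among 1045 and 583 called. Each planted peak was placed in every list of its population, so full recovery was fixed in advance. Shared peaks missed in a single list were not simulated, so the error they cause was not measured. With no difference planted, Fisher's exact test passed 0.05 in 51 of 1000 sets and an adjusted *p* did in 38 of 1000 families. Resampling to equal length removed a difference made by length alone in 94 of 100 sets.

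The alternatives tried were other merging gaps, a reciprocal overlap of 50%, −log10 *q* of at least 4, single replicates, no or a crossed replicate block, other promoter definitions and motif windows, matching on length and GC content, and other IDR thresholds and start values. Matching on fold-enrichment percentile, RefSeq transcripts and lists limited to their strongest peaks were chosen after seeing the data. Differential calling on coverage, *de novo* motif discovery and GO enrichment by GREAT were not repeated, and the published transcription factor ChIP-seq, ATAC-seq and conservation data were not analysed here.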

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

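The comparison with H3K27ac peaks of middle strength was chosen only after its result was seen, and the other tests in this part before. A difference between the populations was found in the overlap of the marks. Of 35752 HC H3K27ac peaks of CINs on the assembled chromosomes, 652 (1.82%, 95% interval 1.69–1.97%) overlapped an HC H3K27me3 peak of CINs, against 396 of 34949 (1.13%, 1.03–1.25%) in non-CINs. The odds ratio was 1.62 (1.43–1.84, two-sided Fisher's exact test across peaks, *p* = 2.4e-14). Of all 35768 HC H3K27ac peaks of CINs, 31178 overlapped a non-CIN peak, so the 2 groups were largely the same loci. Fisher's test treats them as independent, and the interval and *p* take no account of this pairing. When the H3K27me3 peaks were shifted along the chromosomes, a mean of 1.64% overlapped in CINs (two-sided permutation *p* = 0.054) and 1.90% in non-CINs (*p* = 0.002, the smallest that 1000 shifts can give). The difference is thus a deficit of overlap in non-CINs, and no excess over the shifts was detected in CINs. The share was also higher in CINs with 50% of the H3K27ac peak covered (0.937% against 0.498%), with −log10 *q* of at least 4 (1.104% against 0.697%), and in replicate 1 (3.10% against 2.82%) and replicate 2 (3.75% against 2.39%) alone.

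If weak H3K27ac peaks beside H3K27me3 domains made the overlap, the share would be at least as high among the weakest 8938 HC H3K27ac peaks of CINs as among the strongest 8938. The ratio of the shares was 1.14 (152 against 133 peaks), a difference that did not pass the threshold (odds ratio 1.15, 0.906–1.45, Fisher's exact *p* = 0.28) and so decides little. Among the 17876 peaks of middle strength, 367 overlapped, a higher share than among the weakest (odds ratio 1.21, 1.00–1.47, two-sided Fisher's exact *p* = 0.048), so the share did not fall steadily with strength. The mixture of cell types among non-CINs would raise the share in non-CINs, where it was lower (odds ratio of non-CINs against CINs 0.617). That is the difference reported above read the other way, so it decides nothing about this explanation. Non-CIN cells among the sorted CINs could make it by bringing their H3K27me3. H3K27me3 peaks of CINs that lie over H3K27ac would then be found more often in non-CINs than the other H3K27me3 peaks of CINs. The shares were equal (482 of 669 against 10233 of 14207, odds ratio 1.00, 0.842–1.19). Non-CIN cells that brought H3K27ac instead would not raise the first share, so the test cannot decide about them. The test of weak peaks concerns the overlap within CINs and leaves the lower share of non-CINs unexplained, which was also seen at −log10 *q* of at least 4, where non-CINs were again below the shifts (1.38%, two-sided permutation *p* = 0.002, the smallest that 1000 shifts can give). None of these tests accounts for the lower share of non-CINs.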

How the results depend on the processing

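The results were recomputed under 207 alternatives, 189 of them set before the data were examined and 18 chosen after seeing the data. Of these, 136 left the result on the same side of its threshold or within the margin set for it, 66 moved a count or another value without a test beyond that margin, 2 reversed a direction, 2 took a result past its threshold and 1 took it below. All alternatives could be run. This tally leaves out the DLX, SOX and MEIS cores in non-CIN-only regions. There, matching on GC content changed the direction or the call for each core, with the SOX odds ratio going from 1.13 to 0.871. Except where a value below shows it, the cause was not tested.

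Leaving out a replicate moved the counts most in absolute number. As a ratio, a reciprocal overlap of 50% moved the HC H3K27me3 peaks further, to 5737 in CINs and 6525 in non-CINs. With a single replicate in place of both, the HC H3K27ac peaks numbered from 39646 to 53673 in CINs and the HC H3K27me3 peaks from 26179 to 30416 in CINs and from 30413 to 35980 in non-CINs. CIN-only and non-CIN-only H3K27ac regions numbered from 9332 to 17075 and from 9590 to 13465, and those of H3K27me3 from 6663 to 11040 and from 11836 to 17174. The odds ratios against common regions ran from 0.202 to 0.223 (CIN-only) and 0.161 to 0.185 (non-CIN-only) for promoters, and from 1.81 to 2.05 and 1.19 to 1.20 between genes. For CIN-only regions they ran from 2.09 to 2.12 for the DLX core, 1.407 to 1.412 for SOX and 1.37 to 1.41 for MEIS. All of these stayed on the same side of 1. The share of CIN-only regions with H3K27me3 in one population that had it in non-CINs ran from 74.0 to 79.57%. The overlap of the marks ran from 3.10 to 3.75% in CINs and from 2.39 to 2.82% in non-CINs.

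Requiring that 50% of both peaks overlap left 5737 HC H3K27me3 peaks in CINs and 6525 in non-CINs, 2292 CIN-only and 1572 non-CIN-only H3K27ac regions, and 274 and 406 of H3K27me3. At −log10 *q* of at least 4, there were 6477 and 8843 HC H3K27me3 peaks and 191 CIN-only and 1097 non-CIN-only H3K27me3 regions. Without merging, there were 1085 CIN-only and 2008 non-CIN-only H3K27me3 regions. Setting HC peaks against either list of the other population, without the replicate block, gave 1100 and 2223 H3K27me3 regions. Setting them against HC peaks alone gave 4186 and 7286, and 8375 and 7899 for H3K27ac. With the strongest 30000 peaks of each list, chosen after seeing the data, there were 654 non-CIN-only H3K27me3 regions.

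An IDR threshold of 0.01 gave 45.4% and 50.4% of H3K27ac peaks (CINs and non-CINs) and 19.4% and 17.6% of H3K27me3 peaks, and a threshold of 0.1 gave 67.3%, 71.1%, 32.9% and 31.0%. Without merging, the shares at 0.05 were 57.1%, 61.2%, 25.4% and 23.1%. The H3K27me3 Jaccard index of replicates minus that of lists from different populations was -0.0480, and it was -0.0466 without merging, -0.0348 at −log10 *q* of at least 4 and -0.0536 with the strongest 30000 peaks, negative in each.

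Matched on length, non-CIN-only and common regions no longer differed in their intergenic share (odds ratio 1.01, adjusted *p* = 0.85 by Fisher's exact test). Over the other tested alternatives this odds ratio stayed above 1, so the higher intergenic share of non-CIN-only regions was not detected among regions of equal length. Among non-CIN-only H3K27ac regions with H3K27me3 in one population, 6.25% had it in non-CINs without the replicate block (exact McNemar *p* = 0.00052) and 0% at −log10 *q* of at least 4 (exact McNemar *p* = 0.0078), both past the threshold. The setting without the block also counted H3K27me3 by HC H3K27me3 peaks, a looser rule for absence. With the replicate block the share was 25.0% of 4 regions, too few for the exact test to pass 0.05. The overlap of the marks in CINs changed sides relative to the shifts. It was 0.937% against a shifted mean of 1.04% with 50% of the peak covered and 1.104% against 1.12% at −log10 *q* of at least 4, neither past the threshold (two-sided permutation *p* = 0.19 and 0.86). Only called peaks were compared, so a difference in signal at regions called in both populations could not be detected.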

Differences from the paper's values

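The paper calls 718 non-CIN H3K27ac regions, and 2775 non-CIN-only regions were found by presence and absence. None of the alternatives set before the data were examined closed the gap, the nearest being 1572 with a reciprocal overlap of 50%. For H3K27me3, the paper calls 168 regions with more signal in CINs, and 710 CIN-only regions were found. With −log10 *q* of at least 4 there were 191, above the paper's value but within a margin set here for such comparisons. The paper gives no range. The other alternatives set before the data were examined did not come within this margin. The paper calls 285 H3K27me3 regions with more signal in non-CINs, and 1286 non-CIN-only regions were found. With a reciprocal overlap of 50% there were 406, still above the paper's 285 but within the same margin. No other alternative set before the data were examined came within it.

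The share of CIN-enriched peaks at promoters is about 6% in Fig. 2C, read by eye, and 3.76% of CIN-only regions had their centre in a promoter. The margin set here was also put around the figure's value. Of the alternatives set before the data were examined, any overlap with a promoter (5.52%), no replicate block (4.10%) and replicate 2 alone (5.56%) lay within it. So did replicate 1 alone (4.27%), no merging (4.13%) and −log10 *q* of at least 4 (5.83%). Promoters of 2.5 kb either side of a TSS (10.6%) and a crossed replicate block (3.90%) did not. Nor did RefSeq transcripts (2.34%), which were chosen after seeing the values.

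The paper gives *hs1175* as specifically enriched in CINs. No non-CIN peak lay over its amplicon, but the CIN peaks met a non-CIN peak of 470 bp nearby, and it was not in the CIN-only set. It states that H3K27ac at *hs1533* and *hs1172* was enriched in a single non-CIN sample. H3K27ac peaks lay over both amplicons in both non-CIN replicates, and at *hs1172* in both CIN replicates too. The presence of a peak does not measure enrichment over CINs, so these calls need not differ from the paper's statement.

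All peak sets are stated to be enriched at promoters, and non-CIN-only regions lay there at 2.81% against 2.54% of the genome (exact binomial test, adjusted *p* = 0.37). Their share at promoters was higher with −log10 *q* of at least 4 (5.07%), in replicate 2 alone (4.08%) and in replicate 1 alone (3.92%). It was also higher without merging (3.40%), without the replicate block (3.06%) and with a crossed replicate block (2.95%). RefSeq transcripts, chosen after seeing the values, gave a lower share (1.51%). Under none of these settings was the share tested against the genome. Glial development is stated as strongly associated with non-CIN regions. In the domains of gliogenesis genes, the share of non-CIN-only regions was 2.45 times that of the genome, above the ratios of CIN-only (1.91) and common regions (1.94). The odds ratio of non-CIN-only against common regions in these domains was 1.27 (0.947–1.70), a difference that did not pass the threshold (Fisher's exact test, adjusted *p* = 0.18). *Nlgn2* is given among the genes with multiple common peaks, and its domain held 1 common region. The *Dlgap1* pRE is placed in the first intron, which holds for the transcript that starts at 70424794, while in the 3 other transcripts that contain it the intron is number 4 or 5.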

Other observations

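The test of non-CIN cells among the sorted CINs at marker genes was chosen only after its result was seen, and strong peaks were examined only after the strongest CIN-only regions had been seen. The other tests in this part were chosen before their results were seen.

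H3K27me3 lists with the same replicate number in CINs and non-CINs overlapped more than the 2 replicates of a population, which the paper does not report. The mean Jaccard index was 0.1199 higher. Lists of different length would remove the difference once each list was limited to its strongest 30000 peaks, and it was 0.129. Weak peaks near the calling threshold would remove it at −log10 *q* of at least 4, and it was 0.0988. A batch shared by samples with the same replicate number would show in H3K27ac too. With each H3K27ac list limited to its strongest 46040 peaks, 69.9% (2479 of 3547) of the regions found in 1 CIN and 1 non-CIN list paired the same number, and for H3K27me3, limited to the strongest 30000 peaks, 94.5% (8107 of 8580) did. A shared batch, for example of animals or sequencing, is thus a candidate explanation that remains, and the labels name no batch. Regions that differ between the populations were therefore compared within replicate numbers. No biological explanation was tested.

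More CIN-only than non-CIN-only H3K27ac regions were found. Longer CIN lists would bring the ratio to 1.1 or less at equal list length, and with the strongest 40000 peaks it was 1.51. In replicate 2 alone, however, where the lists were of nearly equal length (46310 and 46040 peaks), 9332 CIN-only and 9590 non-CIN-only regions were found, so the order did not hold in each replicate. For H3K27me3, non-CIN-only regions outnumbered CIN-only regions, and with the strongest 30000 peaks the ratio was 0.902. At −log10 *q* of at least 4 there were 1097 non-CIN-only and 191 CIN-only H3K27me3 regions, but the lists left by that limit also differed in length, with 14728 and 13766 peaks in CINs and 19508 and 22567 in non-CINs. List length may thus contribute to the larger number of non-CIN-only H3K27me3 regions.

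Promoters were fewer among CIN-only than common H3K27ac regions. If CIN-only regions were merely weaker peaks, matching on fold-enrichment percentile would remove the difference. The odds ratio was 0.337 (0.279–0.406), so it was reduced and still below 1. DLX cores were more frequent in CIN-only than in common regions. Base composition reduced the odds ratio to 1.62 (1.39–1.88), and matching on percentile gave 2.65 (2.22–3.16), so neither removed it. Part of both differences may come from weaker peaks or base composition. That the remainder reflects distal elements of interneurons is a hypothesis found and tested on the same data.

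CIN-only H3K27ac regions with H3K27me3 in both lists of a single population had it in non-CINs in 28 of 29 cases. Longer non-CIN H3K27me3 lists would give the same lean at common regions, where it was 26 of 116 (odds ratio 96.9, 12.6–747, Fisher's exact test *p* = 6.4e-14). By replicate, common regions with H3K27me3 in a single population had it in non-CINs in 56.5% (replicate 1) and 31.0% (replicate 2), against 90.9% and 84.0% of CIN-only regions, and the difference within a replicate was not tested. Longer non-CIN lists may thus contribute to the lean in replicate 1. Repression of these regions in non-CINs is a hypothesis that rests on few regions.

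Among H3K27ac regions at percentile 75 or above in both lists of a population, 106 of 9049 in CINs (1.17%) lacked a peak in non-CINs, and 2 of 8867 in non-CINs (0.0226%) lacked one in CINs (odds ratio 52.5, 13.0–213, Fisher's exact test *p* = 4.3e-29). Longer CIN lists were tested with the strongest 40000 peaks of each list, where the numbers were 96 of 7084 and 0 of 6946. The odds ratio was 192 (11.9–3090), computed with 0.5 added to each count. Non-CIN cells among the sorted CINs could leave peaks of non-CINs in the CIN lists. All 4 non-CIN marker genes held HC H3K27ac peaks of CINs, and 0 of the 4 CIN genes held HC H3K27ac peaks of non-CINs (two-sided Fisher's exact test *p* = 0.0286). These calls were known before the test was chosen, so the pattern cannot be told apart from such cells or from marks that differ between the cell types.

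The 5 CIN-only H3K27ac regions with the highest lower percentile were 22293017–22295607 on chromosome 2 (which holds *Gad2En1*), 70682393–70684653 on chromosome 3, 83656502–83657912 on chromosome 18, 126528014–126528431 on chromosome 7 and 101090079–101092000 on chromosome 5. The last 4 are intergenic. The lower percentile was 95.9 at the first and 92.9 at the last. The 5 non-CIN-only regions were 104244469–104244702 on chromosome 7 (*Trim34a* promoter), 113384305–113384996 on chromosome 6, 51289691–51289885 on chromosome 11 (*Col23a1* promoter), 5528309–5528995 on chromosome 10 and 33037204–33037491 on chromosome 2. Their lower percentiles ran from 81.61 to 65.87.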
